# Gene Expression Profile in the Liver of BALB/c Mice Infected with *Fasciola hepatica*

**DOI:** 10.1371/journal.pone.0134910

**Published:** 2015-08-06

**Authors:** Jose Rojas-Caraballo, Julio López-Abán, Pedro Fernández-Soto, Belén Vicente, Francisco Collía, Antonio Muro

## Abstract

**Background:**

*Fasciola hepatica* infection still remains one of the helminthic neglected tropical diseases (NTDs). It has a huge worldwide distribution, affecting mainly cattle and, sometimes, human beings. In addition to data reported about the immunological response induced by helminthic infections and that induced by *Fasciola hepatica*, little is known about the gene expression profile in its organ target, the liver, which is where adult worms are established and live for long periods of time, causing its characteristic pathology. In the present work, we study both the early and late gene expression profiles in the livers of mice infected with *F*. *hepatica* metacercariae using a microarray-based methodology.

**Methodology:**

A total of 9 female-6-week-old BALB/c mice (Charles River Laboratories, Barcelona, Spain) weighing 20 to 35 g were used for the experiments. Two groups of BALB/c mice were orally infected with seven *F*. *hepatica* metacercariae, and the other group remained untreated and served as a control. Mice were humanely euthanized and necropsied for liver recovery, histological assessment of hepatic damage, RNA isolation, microarray design and gene expression analysis on the day of infection (t0), seven days post-infection (t7) and twenty-one days post-infection (t21).

**Results:**

We found that *F*. *hepatica* infection induces the differential expression of 128 genes in the liver in the early stage of infection and 308 genes in the late stage, and most of them are up-regulated. The Ingenuity Pathway Analysis revealed significant changes in the pathways related to metabolism, biosynthesis and signaling as well as genes implicated in inducing liver-toxicity, injury and death.

**Conclusion:**

The present study provides us insights at the molecular level about the underlying mechanisms used by *F*. *hepatica*, leading to liver damage and its subsequent pathophysiology. The expression pattern obtained here could also be used to explain the lack of association between infection with *F*. *hepatica* and cholangiocarcinoma. However, more studies should be performed to confirm this hypothesis.

## Introduction

Fasciolosis is considered one of the most widespread foodborne and waterborne trematodiasis worldwide. It is caused by flukes of the genus *Fasciola*, being *Fasciola hepatica* and *Fasciola gigantica* the both species responsible for the disease, which mainly affects ruminants but can also affect humans, causing important economic losses in developing countries (estimated at over 3 billion dollars per year) [1, 2]. Human fasciolosis is distributed in countries from South America (Andean countries), the Middle East (Egypt and Iran), the Asian continent and sub-Saharan Africa, where it is estimated that up to 17 million people are infected, and close to 170 million people live in areas with a high risk of infection [3–6]. *F*. *hepatica* infection occurs in the definitive host (animal and human) by a series of successful successive events, which determines the acute and chronic phases of fasciolosis, as follows: *i)* oral ingestion of some aquatic plants or water contaminated with the larval stages of *F*. *hepatica*, the metacercariae; *ii)* excystment in the duodenum and migration through the intestinal wall, peritoneal cavity and Glisson’s capsule; and *iii)* entry into the liver parenchyma and establishment in the biliary ducts [7].

The acute phase is characterized by the process of migration, which causes liver and abdominal peritoneum damage as the parasites move across these tissues. Some characteristic frequent symptoms at this stage include fever, abdominal pain and gastrointestinal disorders, but some respiratory-associated clinical disorders could appear, such as cough, dyspnea and chest pain [7, 8]. The chronic phase of fasciolosis is typically characterized by the establishment and maturation of *F*. *hepatica* worms into the biliary ducts of its definitive host. This stage of infection could last from several months to years. Chronic *F*. *hepatica* infection causes hepatomegaly, gallbladder and biliary duct thickening and dilatation, leading to cholangitis, cholecystitis and, usually, the obstruction of the biliary ducts, causing hepatic dysfunction in some cases [7–9].

In the present study we are interested in testing the gene expression profile at both early (7 days, the parasite is still considered newly excysted juvenile, the macroscopic lesions in the liver starts to be evident and the immunomodulation induced by the parasite begins) and late (21 days, which corresponds to parasite migration through the hepatic parenchyma and subsequent establishment of mature adults in the liver) stage of infection. However, literature reports concerning precise chronobiology of *F*. *hepatica* development and migration in mice is still scarce and it could be variable from one mouse to another and also from one strain to another. There are previous reports in the literature describing some aspects from the chronobiology of *F*. *hepatica* in mice [10, 11].

For many years, several efforts have been made to control fasciolosis-causing infection. One of the most appealing strategies for such prevention is the massive administration of triclabendazole, which is the only chemotherapeutic agent that is highly effective against both immature and mature liver flukes. To date, it is the drug of choice for treating fasciolosis in both animals and humans [12, 13]. However, this control strategy has resulted in increasing triclabendazole resistance, leading to the search of new control strategies [14–16]. The development of an effective vaccine represents one strategy for reducing the risk of infection. However, there are no commercial vaccines available even though significant progress has been made in the attempts to develop effective vaccines against infections that are caused by parasites. To date, only a few vaccines have been successfully tested against helminthic infection in animals [17–19].

Although the pathophysiology and immune response induced by *F*. *hepatica* infection has been well characterized, little is known about the precise cellular and molecular mechanisms that lead to such pathology. A deeper understanding of the molecular mechanisms by which *F*. *hepatica* infection occurs and induces liver pathology has become a priority for not only selecting new drug-alternatives for treatment but also in the search for new vaccine candidates. In the present study, we used the mouse as experimental model due to its high susceptibility to acquire the infection to investigate the gene expression profile in the livers of mice that were orally infected with *F*. *hepatica* metacercariae at different times of infection using a microarray-based methodology to identify the set of genes involved in causing liver damage.

## Materials and Methods

### Ethics Statement

The animal procedures in this study complied with the Spanish (Real Decreto RD53/2013) and European Union (European Directive 2010/63/CE) guidelines regarding animal experimentation for the protection and humane use of laboratory animals. The University of Salamanca’s accredited Animal Experimentation Facilities (Registration number PAE/SA/001) were used for such procedures. The University of Salamanca’s Ethics Committee also approved the procedures that were used in this study (Permit Number: 8402). The animals’ health status was monitored throughout the experiments by a health surveillance program according to Federation of European Laboratory Animal Science Associations (FELASA) guidelines. All efforts were made to minimize suffering.

### Experimental design, mice and parasites

A time-course experiment to investigate the gene expression profile over time in the liver of mice infected with *F*. *hepatica* metacercariae for three-different experimental groups was performed. We are interested in testing the gene expression profile at both early (7 days) and late (21 days) stage of infection. We also find interesting to investigate the immunological changes and the damage induced by *F*. *hepatica* during its migration through the host’s tissues by studying the transcriptome profile at this stages of infection.

Female, 6 week-old BALB/c mice (Charles River Laboratories, Barcelona, Spain) weighing 20 to 35 g were used for the experiments. Animals were maintained in the University of Salamanca’s animal care facility and kept in plastic boxes with food and water *ad libitum*. The animals were used in experiments after a period of 7 days of adaptation in captivity, with regular 12 h light–dark periods at 20°C (see S1 File: NC3Rs ARRIVE Guidelines Checklist). *F*. *hepatica* metacercariae were provided by Ridgeway Research Ltd (Gloucestershire, UK) and stored at 4°C on 0.4% carboxymethylcellulose until use. Metacercariae viability was confirmed by microscope observation before infection.

A total of 9 BALB/c mice were used in the present study and were randomly allocated into three experimental groups. Six mice were each orally infected with a volume of 30 μL of PBS solution containing five *F*. *hepatica* metacercariae and served as experimental groups. Three additional mice were used as uninfected controls and were orally administered with a volume of 30 μL of PBS. The ssize.fdr package for R was used to estimate the sample size, taking into account the recommendations by Orr MP *et al*., 2009 [20].

Mice were humanely euthanized with an intraperitoneal injection of pentobarbital (60mg/kg), according to standardized protocols supplied by the University of Salamanca’s Ethics Committee, at the beginning of the experiment (n = 3; uninfected controls; t0), at 7 days post infection (p.i) (n = 3; t7) and at 21 days p.i. (n = 3; t21). Procedures were carried out at University of Salamanca’s Animal Experimentation Facility laboratories. To assess the success of the infection, an ELISA assay was carried out to detect specific antibodies raised against the excretory/secretory antigen from *F*. *hepatica* at the time of necropsy. The physical condition of animals was daily monitored (twice a day) by our trained and qualified personnel on handling of animals used for experimentation.

The livers from each mouse were collected, visually examined and then preserved in either formalin or RNAlater solution for histological analysis and RNA isolation, respectively.

### Histological Assessment

Representative samples were collected from the right and left liver lobes from each mouse to perform the histopathological studies, and both macroscopic and microscopic lesions were examined. These samples were fixed in 10% neutral-buffered formalin and embedded in paraffin wax. Sections (4 μm) were stained with hematoxylin and eosin to determine the liver damage areas.

### RNA isolation, cDNA synthesis and array hybridization

Total RNA was isolated from liver tissues (40 mg) using the Gen Elute Mammalian Total RNA Miniprep Kit (Sigma, San Louis, USA), according to the manufacturer’s instructions. The RNA concentration was quantified using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies), and the quality of each sample was assessed using an Agilent 2100 Bioanalyzer (Agilent Tech, Palo Alto, CA, USA) on the basis of the RNA integrity number (RIN). The samples selected for further analysis had integrity factors (RIN) in the range of 7.3–10. Therefore, a total of nine individual liver RNA samples were used for cDNA synthesis and microarray analysis. Labeling and hybridizations were performed according to protocols from Affymetrix. Briefly, 100–300 ng of total RNA was amplified and labeled using the Ambion WT Expression Kit for Affymetrix GeneChip (Invitrogen) and then hybridized to the GeneChip Mouse Gene 1.0 ST Array (Lot. No. 4138271; Affymetrix). Washing and scanning were performed using the GeneChip Instrument System of Affymetrix (GeneChip Hybridization Oven 640, GeneChip Fluidics Station 450 and GeneChip Scanner 3000 7G). The 169-format GeneChip Mouse Gene 1.0 ST Array contained approximately 25 probes that were designed across the full length of 28,853 well-annotated genes for mouse. The design of the array was based on the February 2006 mouse genome sequence (UCSC mm8, NCBI build 36) with comprehensive coverage of RefSeq (http://www.affymetrix.com/support), putative complete CDS GenBank transcripts, all Ensembl transcript classes and synthetically mapped full-length mRNAs and RefSeq NMs from humans and rats. The GeneChip Mouse Gene 1.0 ST Array has 100 percent coverage of NM sequences present in the April 3, 2007 RefSeq database (http://www.affymetrix.com/support).

### Microarray data analysis

After hybridization, scanning, and image acquisition, the data extracted from the raw images were analysed using the Expression Console software (Affymetrix), which enables probe set summarization as well as preliminary data quality evaluation. The resulting data (.CEL files) were further analyzed using the Babelomics V4.2 platform [21], which is freely accessible at http://babelomics.bioinfo.cipf.es/. For data normalization and preprocessing, the Affymetrix raw data files (.CEL files) were background-adjusted, normalized and log-transformed of the perfect match (PM) values using a robust multi-array average (RMA) methodology [22]. The intensity signal was standardized across arrays via the quantile normalization algorithm [23].

A comparison in the gene expression profile at each experimental time point was investigated, thus the following comparisons were performed: t0 *vs* t7, t0 *vs* t21 and t7 *vs* t21. It is worth to note that in the present study we do not provide the gene expression profile values at any individual time but we reported comparisons amongst the different times of sampling. Differential gene expression assessment of all comparisons was performed using Limma moderated t-statistics [24], reporting a t-test statistic for each gene together with its corresponding p-value (generally called raw p-values). These raw p-values were further corrected for multiple testing to minimize the number of *false positives* in the study. In this analysis, we used the conventional multiple testing p-value correction procedures proposed by Benjamini & Hochberg [25] to derive adjusted p-values. For functional profiling, each of the comparisons used here (t0 *vs* t7; t0 *vs* t21 and t7 *vs* t21) were analysed using logistic regression models to identify the functional blocks that were enriched in any of the conditions [26, 27].

Finally, the functional blocks from two databases, GO Biological Process (http://www.geneontology.org) and KEGG Pathways (http://www.genome.jp/kegg/), were used in the study. The Ingenuity Pathways Analysis (IPA) software v6.0 (Ingenuity Systems, www.ingenuity.com) was used to organize the genes that were regulated during the infection into networks of interacting molecules. The gene identifiers of the genes with a statistically significant change in expression (*p*-value < 0.05) and with a calculated positive or negative fold change of at least two-fold were uploaded in the software. These genes, called focus genes, were overlaid onto a global molecular network that was developed from the information contained in Ingenuity’s Knowledge Base. The networks were then algorithmically generated based on their connectivity. Each network is assigned a score, a numerical value that ranks the networks according to how relevant they are to the genes in the uploaded dataset, which is determined according to the number of focus genes and size of the network. In addition, IPA was used for a functional analysis to identify the biological functions that were most significant to the uploaded datasets. The right tailed Fisher’s exact test was used to calculate a p-value for the probability that each biological function assigned to that dataset is due to chance alone.

### PCR

RNA from each of the biological samples was reserved for reverse-transcription PCR to validate a subset of the microarray data. Total RNA from each mouse liver sample was reverse transcribed using the 1st Strand cDNA Synthesis Kit for RT-PCR (AMV) (Cat. no. 1148318801, Roche) in a volume of 20 μL according to the manufacturer’s instructions. The cDNA concentration was measured using a NanoDrop-ND1000 (NanoDrop Technologies). The genes and primers used for PCR were representative of the transcripts that were significantly up- or down-regulated during microarray analysis, and they were designed using Primer-Blast software (http://www.ncbi.nlm.nih.gov/tools/primer-blast) (S1 Table). A touchdown PCR (TD-PCR) was performed with an initial denaturation at 94°C for 1 min, which was followed by a touchdown program for 16 cycles with successive annealing temperature decrements of 1.0°C every 2 cycles. For these 2 cycles, the reaction was denatured at 94°C for 20 s, which was followed by annealing at 61°C-54°C for 30 s and polymerization at 72°C for 30 s. The subsequent 15 cycles of amplification were similar, except that the annealing temperature was 53°C. The final extension was performed at 72°C for 10 min. The TD-PCR amplification was performed in a Mastercycler gradient (Eppendorf) and confirmed by electrophoresis. Genomic DNA contamination was ruled out for each RNA sample by amplification of each RNA sample without previous reverse-transcription step.

## Results

### Experimental infection

To assess the success of the experimental infection, an ELISA assay was carried out at the time of necropsy. As expected, absence of IgG antibodies was detected in 3/3 mice belonging to uninfected-control groups. At 7 days p.i, we detected low IgG levels in 3/3 mice, and at 21 days p.i we detected high IgG levels in 3/3 mice (Data not shown). All mice used in this study (9/9) remained alive during the whole time-course experiment. According to our health surveillance program according to Federation of European Laboratory Animal Science Associations (FELASA) guidelines, the status health of all animals used here was optimal during the experimentation phase. We do not evidence any symptoms of severe pain, excessive distress, suffering or an impeding death in any of the animals.

### Histological analysis

The livers from mice belonging to each experimental group were histologically assessed to compare the hepatic damage progress during the experimental infection. At 7 days p.i, we observed thin whitish tracts and spots in the liver parenchyma. A microscopic analysis revealed abundant infiltrates of neutrophils, eosinophils and macrophages in the section of migration tracts, which can be attributed to the wandering of immature flukes. At 21 days p.i, we observed severe liver tissue damage, bile duct enlargement, superficial scars, and irregular yellowish-white areas on the liver surface and into the parenchyma. A microscopic analysis revealed extensive areas of necrosis, fibrosis, cholangitis and granulomas in the liver parenchyma with diffuse infiltration of eosinophils, macrophages, lymphocytes and plasma cells (Fig 1).

**Fig 1:**
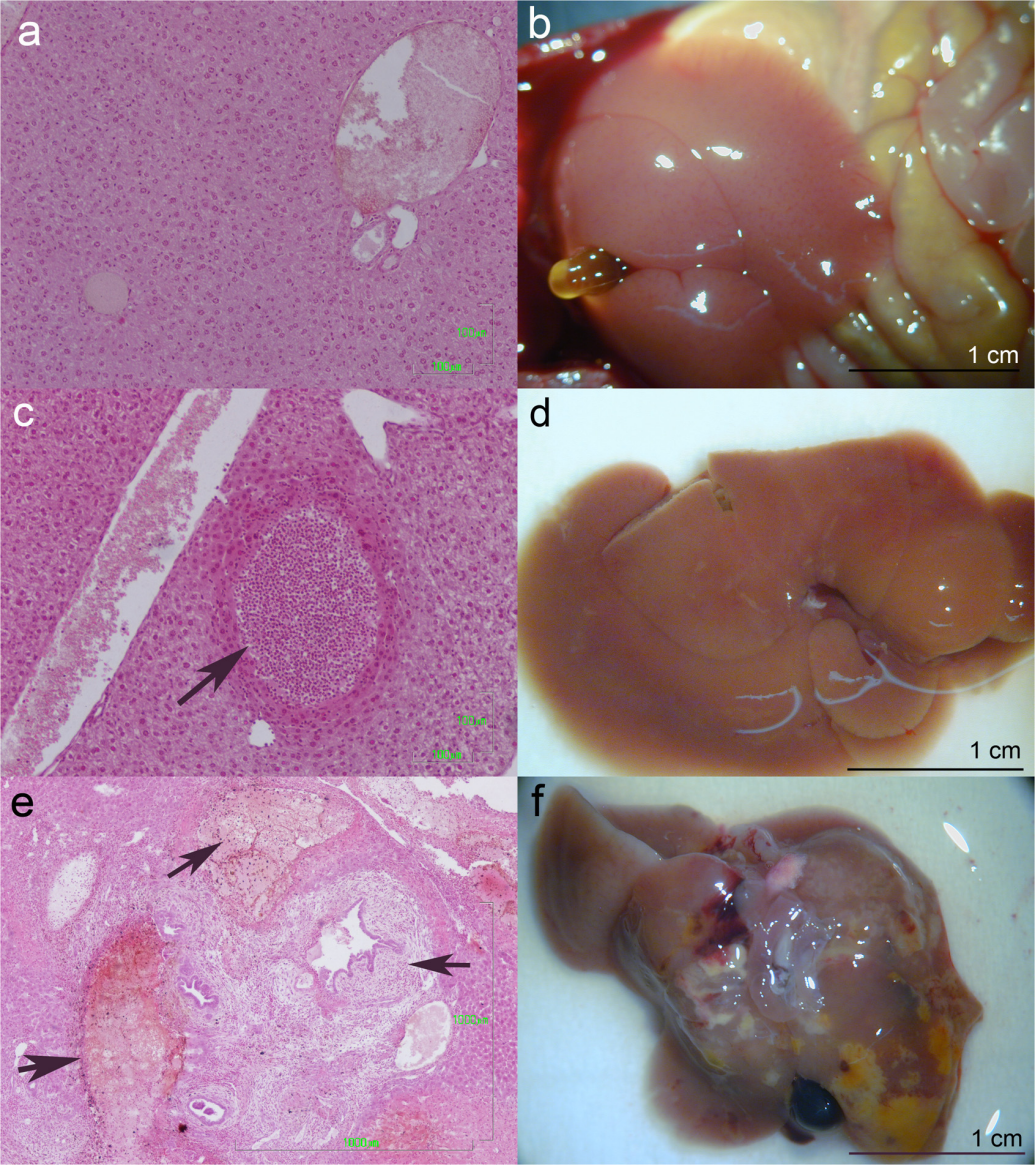
Macro and microscopic hepatic lesion of mice infected orally with 7 metacercariae of *F*. *hepatica*. (A, B) Uninfected control. Micrography section of a migration tract with infiltrates (C) and the liver with whitish tracts and spots in the parenchyma (D) at 7 days p.i (t7). Liver parenchyma with extensive areas of necrosis, fibrosis, cholangitis and granulomas with infiltrates (E) and severe macroscopic damage (F) at 21 days p.i (t21).

### Data normalization and pre-processing

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [28] and are accessible through GEO Series accession number GSE69588 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE69588). 

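RNA from the liver of 9 BALB/c mice was measured, each mouse on its own GeneChip Mouse Gene 1.0 ST Array. There were 3 uninfected mice (t0), 3 mice killed 7 days after oral infection with F. hepatica metacercariae (t7) and 3 mice killed 21 days after it (t21), so each group mean rests on n = 3 animals. The authors made log2 expression values with RMA, and each array gives a value for 34760 probe sets. Of these, 21640 carry 1 gene symbol in the array's annotation, 1321 carry several and 11799 carry none, and only probe sets with 1 symbol are named. The median value per array lay between 6.13 and 6.17 at t0, between 6.16 and 6.18 at t7 and between 6.25 and 6.31 at t21. Across probe sets, Pearson's r between mice of the same group was 0.984 to 0.99 at t0, 0.992 to 0.995 at t7 and 0.98 to 0.984 at t21, where probe sets are not independent replicates. Arrays give intensities and no counts, so their number limits the precision. A model with a mean for each group and a shared estimate of the spread was fitted to each probe set with limma, and the groups were compared as t7 minus t0, t21 minus t7 and t21 minus t0. The p-values were adjusted by Benjamini-Hochberg over all probe sets within each comparison, and a probe set passed the test at an adjusted p under 0.05. Differences are on the log2 scale, errors of group means are standard deviations, and standard errors of differences come from the fit. When the values of 3 mice all lie above or all below those of 3 others, an exact permutation test gives p = 0.1, the smallest it allows in this design, and 10% of unchanged genes would do so by chance. Genes named for the largest rise or fall of a comparison were chosen among genes whose groups do not overlap. For those genes the lack of overlap adds no evidence. The 46 gene lists of liver functions and cell types were written down before the data were examined but after the paper's tables, which hold results of these arrays, had been read, and were tested with limma's camera at a preset correlation of 0.01. With the correlation estimated for each list, 0 of the 46 lists passed in any comparison by camera (4, 12 and 9 had an unadjusted p under 0.05 in the comparisons t0 vs t7, t7 vs t21 and t0 vs t21), and both adjusted p-values stand beside each list. The t0 mouse of replicate 1 also carried transcripts of pancreatic acinar cells, whose median value was 7.72 on its array and 5.5 to 5.83 on the others.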

All samples could be read and pre-processed appropriately. The box plots showing intensity distribution for each of the arrays in this study and data distributions before and after normalization are shown in S1 Fig. The normalized data for each of the probe-sets on the GeneChip Mouse Gene 1.0 ST Array were filtered for significant signal and normalized to uninfected controls, reducing the data set to 28,853 genes, of which, 5,631 were shown to be differentially expressed. Genes that were differentially expressed were chosen according to the following criteria: *i)* at least ± 2-fold change in their expression compared to the uninfected control group and *ii)* a statistic *p* value < 0.05.

### *Fasciola hepatica* infection induces changes in the gene expression in the liver

In the present study, we investigated the gene expression profile in the livers of mice from infection with *F*. *hepatica* metacercariae at 7- and 21-days post-infection, which corresponds to parasite migration through the hepatic parenchyma and subsequent establishment of mature adults in the liver, respectively.

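In the first 7 days after infection, single interferon-induced genes, histone genes and genes of macrophages rose in the liver and a few metabolic genes fell, while most genes of the lists given here did not pass the test. Ifi27l2a, an interferon-induced gene, rose most, by a log2 difference of 2.34 (standard error 0.27, adjusted p = 0.0279 from limma), followed by the histone gene H2bc3 with 1.99, Tmsb4x, which binds actin monomers, with 1.64 and the histone gene H2ac15 with 1.52 (adjusted p = 0.0275, 0.0223 and 0.0223). Bst2, another interferon-induced gene, rose by 1.40 (adjusted p = 0.0358). Among genes of monocytes and macrophages the differences were 1.35 for Fcgr1, the high-affinity receptor for IgG, 1.29 for Ms4a6c and 1.27 for Spic, a transcription factor of iron-recycling macrophages (adjusted p from 0.0346 to 0.0423). The histone gene H2ac4 rose by 1.02 and Rpl27a, of the large ribosomal subunit, by 1.10 (adjusted p = 0.0439 and 0.0153), while the mean of all probe sets of Rpl27a did not pass (0.57, adjusted p = 0.105). In every t0 mouse H2ac4 lay below the lower quartile of the array, so the size of its rise is uncertain. On the falling side, Sfxn2, a mitochondrial carrier, fell by 0.93 (adjusted p = 0.0346), Eva1a and Spryd3 fell, with differences of -0.89 and -0.80 (adjusted p = 0.047 and 0.0279), and among enzymes Ddah1, which breaks down methylated arginine, fell by 0.79 and the aldolase Aldoc fell by 0.77. In each of these genes all 3 t7 mice lay on the same side of all 3 t0 mice, which was a condition for choosing them and adds no evidence. Of 28 measured markers of monocytes and macrophages, 1 rose and 27 did not pass the test (5 rose when adjusted over the list alone). The markers of monocytes and macrophages had a median log2 difference of 0.57 from t0 to t7 (camera adjusted p = 7.28e-12, adjusted p = 0.478 with an estimated correlation). Per mouse their median difference from the t0 mean was 0.97 in t7 replicate 1, and 0.46 and 0.38 in the other t7 mice. Among the 12 markers of Kupffer cells that were measured, 1 rose and 11 did not pass the test, and 9 rose when adjusted over the list alone. Markers of Kupffer cells had a median log2 difference of 0.50 from t0 to t7 (camera adjusted p = 8.42e-10, adjusted p = 0.401 with an estimated correlation). Among 27 measured genes of the interferon gamma response, 27 did not pass the test (2 rose when adjusted over the list alone). Across the genes of the interferon gamma response the median log2 difference from t0 to t7 was 0.42 (camera adjusted p = 1.79e-07, adjusted p = 0.478 with an estimated correlation). Of 43 measured cell cycle genes, 43 did not pass the test (9 rose and 1 fell when adjusted over the list alone). The cell cycle genes had a median log2 difference of 0.46 from t0 to t7 (camera adjusted p = 1.99e-16, adjusted p = 0.478 with an estimated correlation). Among the 30 acute phase proteins that were measured, 30 did not pass the test, and 6 rose when adjusted over the list alone. Acute phase proteins had a median log2 difference of 0.23 from t0 to t7 (camera adjusted p = 3.62e-09, adjusted p = 0.426 with an estimated correlation). In all, 93 of 34760 probe sets passed the test between t0 and t7, or 0.3%, and 4547 had an unadjusted p under 0.05. The count was 1 at an adjusted p under 0.01 and 1411 with a SAM-type test. With 1 array left out it was 0 without t7 replicate 1 or 3, 2 without t0 replicate 2 or t7 replicate 2, 6 without t0 replicate 1, 10 without t0 replicate 3, 141 without t21 replicate 2 and 371 without t21 replicate 1. Each gene named here lost its call without any array of t0 or t7, with an adjusted p from 0.0571 in Rpl27a to 0.211 in Eva1a, except that H2bc3 kept it without t0 replicate 2, H2ac15 without t0 replicate 1 or 3 and Rpl27a without t0 replicate 3. H2ac4 and Eva1a also lost it without t21 replicate 3 (adjusted p = 0.0514 and 0.0586). With an intensity trend and robust prior Bst2, Ddah1, Sfxn2, Ms4a6c, Spic, H2ac4, Aldoc and Eva1a lost it (adjusted p from 0.0505 to 0.0632), and after quantile normalization again Aldoc, Spic and Eva1a did (adjusted p from 0.0519 to 0.0523).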

Interestingly, only 5 genes were differentially expressed (*p* < 0.05) when comparing t0 *vs* t7 and none of those genes presented a fold change value equal or higher than ± 2. 

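Between 7 and 21 days after infection, many neutrophil markers rose, as did a part of the acute phase genes, and single enzymes of hepatocytes fell. S100a8 and S100a9, the subunits of calprotectin in neutrophils, rose by log2 differences of 4.37 and 4.25 (standard errors 0.41 and 0.38, adjusted p = 0.00291 and 0.00261 from limma). The granule proteins Ngp and Mmp8, the neutrophil collagenase, rose by 3.97 and 3.95, and the acute phase proteins Saa1 and Saa3 rose by 3.79 and 3.61 (adjusted p from 0.00174 to 0.00771). The estrogen sulfotransferase Sult1e1 rose by 4.57 and the clotting factor F13a1 by 3.88 (adjusted p = 0.00979 and 0.00329). In every t7 mouse Sult1e1 and Mmp8 lay below the lower quartile of the array, so the sizes of their rises are uncertain. Among genes that kept their call without any 1 array, the sulfotransferase Sult2a8 fell by 4.91, the hydroxyacid oxidase Hao2 fell by 4.21 and the carboxylesterase Ces3b fell by 3.65 (adjusted p from 0.00717 to 0.00859). In each of these genes all 3 t21 mice lay on the same side of all 3 t7 mice. Hao2 was 4.57 and 4.81 in t21 replicates 1 and 2, below the lower quartile of those arrays, so the size of its fall is uncertain. Of 27 measured neutrophil markers, 19 (12 without t7 replicate 1, 9 without t7 replicate 2, 11 without t7 replicate 3) rose and 8 did not pass the test (26 rose when adjusted over the list alone). The neutrophil markers had a median log2 difference of 1.71 from t7 to t21 (camera adjusted p = 7.87e-18, adjusted p = 0.177 with an estimated correlation). Among 30 measured acute phase proteins, 13 (8 without t7 replicate 2) rose and 17 did not pass the test (18 rose when adjusted over the list alone). Across the acute phase proteins the median log2 difference from t7 to t21 was 0.69 (camera adjusted p = 7.21e-09, adjusted p = 0.177 with an estimated correlation). Among the 12 Kupffer cell markers that were measured, 6 fell and 6 did not pass the test, and 9 fell and 1 rose when adjusted over the list alone. Kupffer cell markers had a median log2 difference of -0.48 from t7 to t21 (camera adjusted p = 3.81e-06, adjusted p = 0.177 with an estimated correlation). Vsig4 and Timd4, receptors of resident Kupffer cells, fell, with differences of -1.19 and -1.43 (adjusted p = 0.00474 and 0.00497). In all, 3228 probe sets (9.3%) passed the test between t7 and t21. The count was 740 without t7 replicate 2, 793 without t7 replicate 3, 1395 without t7 replicate 1 and 2102 without t21 replicate 1, and it was 1699 with only the 6 arrays of the 2 groups, 1193 at the threshold 0.05 divided by 3, 625 at 0.01 and 6915 with a SAM-type test.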

Comparison between t7 *vs* t21 allowed for the identification of 1,993 genes that were differentially expressed (*p* < 0.05). However only 128 of those genes presented a fold change value equal or higher than ± 2; 58 of them being down-regulated and 70 being up regulated. Similarly, we identified 3,633 genes that were differentially expressed (*p* < 0.05) when a comparison between t0 *vs* t21 was performed. 

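Among the probe sets with an absolute log2 difference of at least 2 between t7 and t21, which is a 4-fold change, genes of the extracellular matrix rose and single genes of fatty acid synthesis fell. Col1a1, a chain of fibrillar collagen, rose by 3.03, Lox, which crosslinks collagen, by 3.19, and Thbs1, a matrix protein of platelets and stellate cells, by 3.17 (adjusted p from 0.00401 to 0.00652 from limma). Gpnmb, a marker of lipid-laden macrophages, rose by 3.43, Pf4, the platelet chemokine, by 3.12 and Gpx3, a secreted glutathione peroxidase, by 3.28 (adjusted p from 0.000407 to 0.00539). Thrsp, a regulator of fatty acid synthesis, fell by 3.44, the liver pyruvate kinase Pklr fell by 2.75, and Igfals, which binds insulin-like growth factors in plasma, fell by 2.65 (adjusted p from 0.00266 to 0.0053). The values of the t7 and t21 mice did not overlap in any of these genes. Of 44 measured genes of collagens and extracellular matrix, 33 (17 without t7 replicate 2 or 3) rose and 11 did not pass the test (37 rose and 1 fell when adjusted over the list alone). The genes of collagens and extracellular matrix had a median log2 difference of 1.44 from t7 to t21 (camera adjusted p = 2.67e-20, adjusted p = 0.177 with an estimated correlation). Among the 27 genes of fatty acid and triglyceride synthesis that were measured, 16 (6 without t7 replicate 1 or 2, 9 without t7 replicate 3) fell and 11 did not pass the test, and 21 fell when adjusted over the list alone. Genes of fatty acid and triglyceride synthesis had a median log2 difference of -1.44 from t7 to t21 (camera adjusted p = 1.86e-14, adjusted p = 0.177 with an estimated correlation). The number of probe sets that passed at this size was 185, with 91 up and 94 down, and 1130 passed with at least a 2-fold change, with 553 up and 577 down. The 185 were 101 without t7 replicate 2, 96 without t7 replicate 3, 116 without t21 replicate 1 and 89 at the threshold 0.01. The 1130 were 428 without t7 replicate 2, 437 without t7 replicate 3, 705 without t7 replicate 1, 670 without t21 replicate 1, 648 with only the 6 arrays of the 2 groups, 599 at the threshold 0.05 divided by 3 and 367 at 0.01.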

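At 21 days after infection, single genes of the acute phase response, neutrophils and alternatively activated macrophages and a gene of the eosinophil list were among the largest rises over the uninfected liver. Saa1, a serum amyloid protein, rose by a log2 difference of 6.09 (standard error 0.53, adjusted p = 0.000688 from limma), from 5.79 ± 0.85 to 11.88 ± 0.67 (SD, n = 3 mice each). Retnlg, which neutrophils express, rose by 5.50, and the calprotectin subunits S100a8 and S100a9 rose by 4.54 and 4.60 (adjusted p from 0.000621 to 0.00175). Chil3, a chitinase-like protein of alternatively activated macrophages, rose by 5.24 (adjusted p = 0.0036), and Rnase2a, a ribonuclease of the eosinophil list, by 5.88 (adjusted p = 0.0139). In every t0 mouse Chil3 and Rnase2a lay below the lower quartile of the array, so the sizes of their rises are uncertain. Rnase2a was 9.95 in the t7 mouse of replicate 1, and 5.22 and 4.26 in the other t7 mice. In the same mouse Retnla, of the list of alternatively activated macrophages, was 8.72, against 5.43 and 3.78. Siglecf, another gene of the eosinophil list, was 6.41 there, against 6.14 and 6.26. The rise of Rnase2a alone therefore does not tell whether eosinophils rose. Every t21 mouse lay above every t0 mouse in each of these genes. Of 27 measured neutrophil markers, 23 rose and 4 did not pass the test (26 rose when adjusted over the list alone). The neutrophil markers had a median log2 difference of 1.96 from t0 to t21 (camera adjusted p = 1.19e-16, adjusted p = 0.208 with an estimated correlation). Among the 9 eosinophil markers that were measured, 5 rose and 4 did not pass the test, and 6 rose when adjusted over the list alone. Eosinophil markers had a median log2 difference of 0.63 from t0 to t21 (camera adjusted p = 0.000107, adjusted p = 0.208 with an estimated correlation). Among 20 measured genes of alternatively activated macrophages, 8 rose and 12 did not pass the test (11 rose when adjusted over the list alone). Over the genes of alternatively activated macrophages the median log2 difference from t0 to t21 was 0.53 (camera adjusted p = 3.97e-05, adjusted p = 0.309 with an estimated correlation). Of all probe sets, 6463 (18.6%) passed the test between t0 and t21. The count was 3633 at the threshold 0.05 divided by 3, 2646 at 0.01 and 3487 with only the 6 arrays of the 2 groups.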

Only 436 of those genes presented a fold change value equal or higher than ± 2; 202 of them were down-regulated and 234 up-regulated (Fig 2A).

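Among the genes with an absolute log2 difference of at least 2 between t0 and t21, single enzymes of hepatocytes fell and single genes of the acute phase response rose, while genes of epithelium moved in both directions. Sult2a8 and Hao2 fell, with differences of -4.71 and -4.64 (adjusted p = 0.00435 and 0.00246 from limma), and Inmt, an N-methyltransferase, and Ces3b fell, with differences of -4.10 and -3.72 (adjusted p = 0.00493 and 0.00249). On the rising side, Ly6d, a surface protein of lymphoid and epithelial cells, rose by 4.29, Saa3 by 4.22 and Lcn2, the iron-binding lipocalin, by 3.39 (adjusted p from 0.000327 to 0.0026). All 3 t21 mice lay on the same side of all 3 t0 mice in each of these genes. The size of the fall of Hao2 is uncertain, since its values in t21 replicates 1 and 2 lay below the lower quartile of the array. Of 28 measured markers of monocytes and macrophages, 18 rose, 1 fell and 9 did not pass the test (23 rose and 1 fell when adjusted over the list alone). The markers of monocytes and macrophages had a median log2 difference of 1.10 from t0 to t21 (camera adjusted p = 7.83e-12, adjusted p = 0.281 with an estimated correlation). Among the 24 markers of bile duct epithelium that were measured, 12 (7 without t0 replicate 2) rose, 1 fell and 11 did not pass the test, and 13 rose and 1 fell when adjusted over the list alone. Markers of bile duct epithelium had a median log2 difference of 0.57 from t0 to t21 (camera adjusted p = 3.19e-06, adjusted p = 0.208 with an estimated correlation). Among 43 measured cell cycle genes, 24 (15 without t0 replicate 2) rose, 1 fell and 18 did not pass the test (31 rose and 1 fell when adjusted over the list alone). Over the cell cycle genes the median log2 difference from t0 to t21 was 0.76 (camera adjusted p = 2.54e-11, adjusted p = 0.283 with an estimated correlation). Elf3, an epithelial transcription factor, rose by 2.09 and Krt18, a keratin just under this size, by 1.97, and the proliferation genes Mki67 and Plk1 by 2.07 and 2.14 (adjusted p from 0.00122 to 0.00886). Much of the rise of the proliferation genes was present at t7. Mki67 was 8, 7.79 and 7.79 at t7 and 8, 9.05 and 8.03 at t21. Plk1 was 7.19, 7.29 and 7.17 at t7 and 7.27, 9.04 and 7.68 at t21. Per mouse the median difference of the cell cycle list from the t0 mean was 0.53, 0.45 and 0.42 at t7. At t21 it was 0.55, 1.19 and 0.54, so replicate 2 carried most of the excess over t7. Krt23, another keratin of the bile duct list, fell by 2.08 (adjusted p = 0.0147). The number of probe sets that passed was 335 at this size, with 177 up and 158 down, and 2089 with at least a 2-fold change, with 1073 up and 1016 down. Without t21 replicate 1 the 335 were 214, and at the threshold 0.01 the 2089 were 1379.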

**Fig 2:**
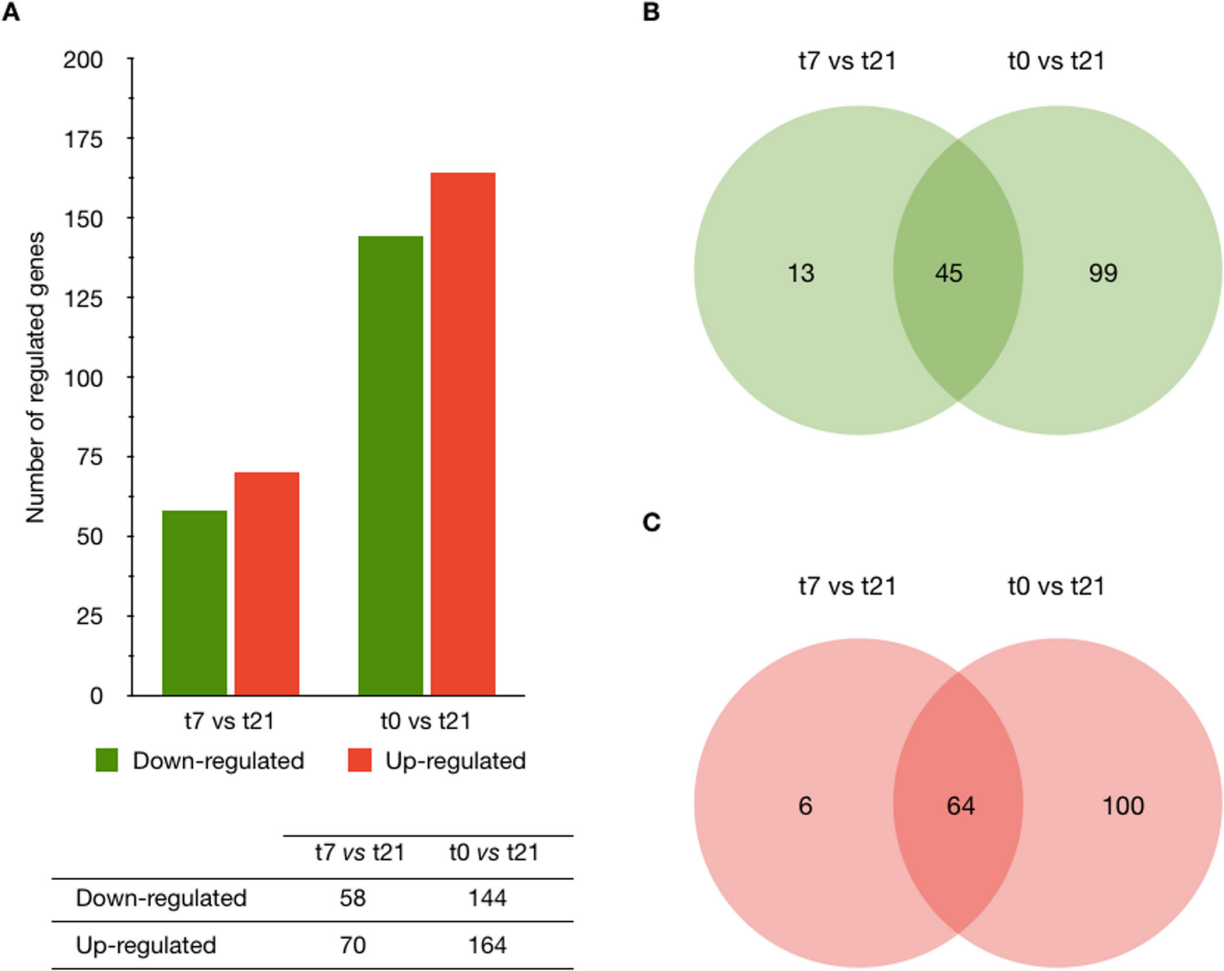
The number of genes differentially expressed as a result of infection with *F*. *hepatica* metacercariae. (A) A Venn diagram representing the differentially expressed genes obtained from statistical analyses of two groups (t7 *vs* t21 and t0 *vs* t21; Significant Analysis of Microarrays SAM test, false discovery rate at 5%). The figure represents the numbers of probe sets that are differently expressed between the three groups (untreated controls t0, infected and sacrificed at 7 days p.i (t7), and infected and sacrificed at 21 days p.i (t21)) and shared among the analyses (t7 *vs* t21, and t0 *vs* t21). (B) Down-regulated genes. (C) Up-regulated genes. Down-regulated genes are represented as green bars and up-regulated genes as red bars.

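At 21 days, single genes of macrophages and neutrophils and single enzymes of hepatocytes stood far from both the uninfected and the 7-day livers, and the t0 and t7 means of those named here lay close together. Gpnmb, a marker of lipid-laden macrophages, was 5.30 ± 0.14 at t0, 5.18 ± 0.17 at t7 and 8.61 ± 0.29 at t21 (SD, n = 3 mice at each time), and the neutrophil collagenase Mmp8 was 4.69 ± 0.39 at t0, 4.50 ± 0.10 at t7 and 8.45 ± 0.61 at t21. Every t7 value of Mmp8 lay below the lower quartile of the array, so a lack of change from t0 to t7 cannot be read from it. F13a1, a clotting factor of macrophages and platelets, was 5.39 ± 0.35 at t0, 5.52 ± 0.37 at t7 and 9.40 ± 0.80 at t21. On the falling side, the sulfotransferase Sult2a8 was 11.01 ± 0.12 at t0, 11.21 ± 0.20 at t7 and 6.29 ± 1.83 at t21, and the carboxylesterase Ces3b was 11.69 ± 0.14 at t0, 11.62 ± 0.10 at t7 and 7.97 ± 1.24 at t21. Each of these 5 genes passed limma's test with an absolute log2 difference of at least 2 both in t7 vs t21 and in t0 vs t21. At this size 82 probe sets were up and 71 were down in both comparisons, 153 in all. Another 9 were up and 23 were down in t7 vs t21 alone, and 95 were up and 87 were down in t0 vs t21 alone. With unrelated comparisons 0.46 shared probe sets would be up and 0.43 down. Both comparisons share the t21 arrays. In 50 simulations of the overlap that shared arrays give by chance, the mean was 11.4 up and 10.4 down, with a maximum of 20 and 18. A t21 change against alike t0 and t7 groups would itself give a large overlap. The simulations therefore do not tell whether t0 and t7 differ. The 153 were 86 without t7 replicate 2, 84 without t7 replicate 3, 96 without t21 replicate 1 and 77 at the threshold 0.01, 935 when probe sets with a 2-fold change counted and 2773 without a size limit.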

Intersection unit tests (IUTs) using Venn diagrams show the numbers of genes that are differentially expressed at different times of infection (t7 *vs* t21 and t0 *vs* t21), as can be seen in Fig 2B and 2C. It is worth noting that *F*. *hepatica* infection mostly induces up-regulation of genes at any time of infection. 

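Acute phase genes mostly rose at 21 days, whereas across the whole array about as many probe sets fell as rose. Saa2, a serum amyloid protein, rose from t0 to t21 by 4.28 (adjusted p = 0.0025 from limma), and Lcn2, the iron-binding lipocalin, reached 13.59 ± 0.08 from 10.20 ± 0.52 (SD, n = 3 mice each). The glutathione transferases Gstt1 and Gstt3 fell, with differences of -1.86 and -2.27 (adjusted p = 0.000412 and 0.00576), and every t21 mouse lay below every t0 mouse in both. Of 30 measured acute phase proteins, 22 rose and 8 did not pass the test (25 rose and 2 fell when adjusted over the list alone). The acute phase proteins had a median log2 difference of 1.17 from t0 to t21 (camera adjusted p = 4.92e-13, adjusted p = 0.208 with an estimated correlation). Between t0 and t7, 68 probe sets were up and 25 down. Between t7 and t21, 1552 were up and 1676 down, and between t0 and t21, 3254 were up and 3209 down, so 48.1% and 50.3% of those that passed were up. At a log2 difference of at least 2 and the threshold 0.05 divided by 3, 54.7% (70 of 128) and 53.2% (164 of 308) were up, and at this size and the threshold 0.05 49.2% and 52.8% were. Centring each array on its median, which moved the median of all probe sets' differences between t0 and t21 from 0 to -0.13, gave 32% and 27.6% up.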

A complete list of all the genes that are differentially expressed in both early and late infection is given in S2 Table.

### Gene ontology (GO) and pathway analysis

The GO and pathway analysis was performed using Babelomics V4.2 and Ingenuity Pathway Analysis, making comparisons between infection at t7 and t21 to the uninfected control group. In both cases (comparisons between t7 *vs* t21 and t0 *vs* t21), we found the following pattern concerning the number of genes being differentially expressed in canonical pathways: degradation > biosynthesis > signaling. Comparison between t7 *vs* t21 revealed 64 canonical pathways with a *p*-value < 0.05, whereas comparison between t0 *vs* t21 revealed 69. Comparison between t0 *vs* t21 also showed an increase in the number of pathways that are associated with degradation and a reduction in the signaling-associated pathways (Fig 3A). 

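Many enzymes that break down drugs and steroids and enzymes that make fatty acids fell at 21 days, while many immediate early genes rose. Of 39 measured cytochromes P450 of drug metabolism, 24 (15 without t0 replicate 1) fell and 15 did not pass the test (33 fell when adjusted over the list alone). The cytochromes P450 of drug metabolism had a median log2 difference of -1.19 from t0 to t21 (camera adjusted p = 2.45e-12, adjusted p = 0.281 with an estimated correlation). Among the 10 UDP-glucuronosyltransferases that were measured, 7 fell and 3 did not pass the test, and 10 fell when adjusted over the list alone. UDP-glucuronosyltransferases had a median log2 difference of -1.55 from t0 to t21 (camera adjusted p = 9.57e-06, adjusted p = 0.283 with an estimated correlation). Among 17 measured genes of steroid hormone metabolism, 15 fell and 2 did not pass the test (15 fell when adjusted over the list alone). Over the genes of steroid hormone metabolism the median log2 difference from t0 to t21 was -1.18 (camera adjusted p = 1.08e-08, adjusted p = 0.222 with an estimated correlation). Of these, Hsd3b2, a hydroxysteroid dehydrogenase, fell by 2.80 and Akr1c14, a keto reductase, fell by 1.94 (adjusted p = 0.00104 and 0.0104 from limma). Of 27 measured genes of fatty acid and triglyceride synthesis, 16 fell and 11 did not pass the test (21 fell when adjusted over the list alone). The genes of fatty acid and triglyceride synthesis had a median log2 difference of -1.06 from t0 to t21 (camera adjusted p = 1e-09, adjusted p = 0.249 with an estimated correlation). Pklr, Thrsp and the fatty acid elongase Elovl3 fell, with differences of -2.97, -2.54 and -2.74 (adjusted p from 0.000644 to 0.00782). Among the 20 genes of cholesterol synthesis that were measured, 5 (16 without t21 replicate 2) fell and 15 did not pass the test, and 12 fell when adjusted over the list alone. Genes of cholesterol synthesis had a median log2 difference of -0.90 from t0 to t21 (camera adjusted p = 4.58e-05, adjusted p = 0.368 with an estimated correlation). In the 3 t21 mice the shift of this list was -1.58, -0.05 and -1.16, so replicate 2 hardly moved. Tm7sf2 and Sc5d, enzymes of the late steps, fell, with differences of -1.80 and -1.65 (adjusted p = 0.00333 and 0.00897). Among 27 measured immediate early genes, 16 rose and 11 did not pass the test (20 rose when adjusted over the list alone). Over the immediate early genes the median log2 difference from t0 to t21 was 1.03 (camera adjusted p = 1.69e-09, adjusted p = 0.249 with an estimated correlation). Btg2, Atf3 and Klf6, transcriptional regulators, rose by 2.46, 2.41 and 2.39 (adjusted p from 0.00105 to 0.0105). In each named gene all 3 t21 mice lay on the same side of all 3 t0 mice. Per mouse, the median log2 difference of a list's genes from the t0 mean was -0.08 ± 0.06 at t7 and -1.07 ± 0.39 at t21 for the cytochromes P450 (SD, n = 3). Over the same mice it went to 2.00 ± 0.37 for neutrophil markers and 1.44 ± 0.56 for collagens and extracellular matrix at t21.

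**Figure D1:**
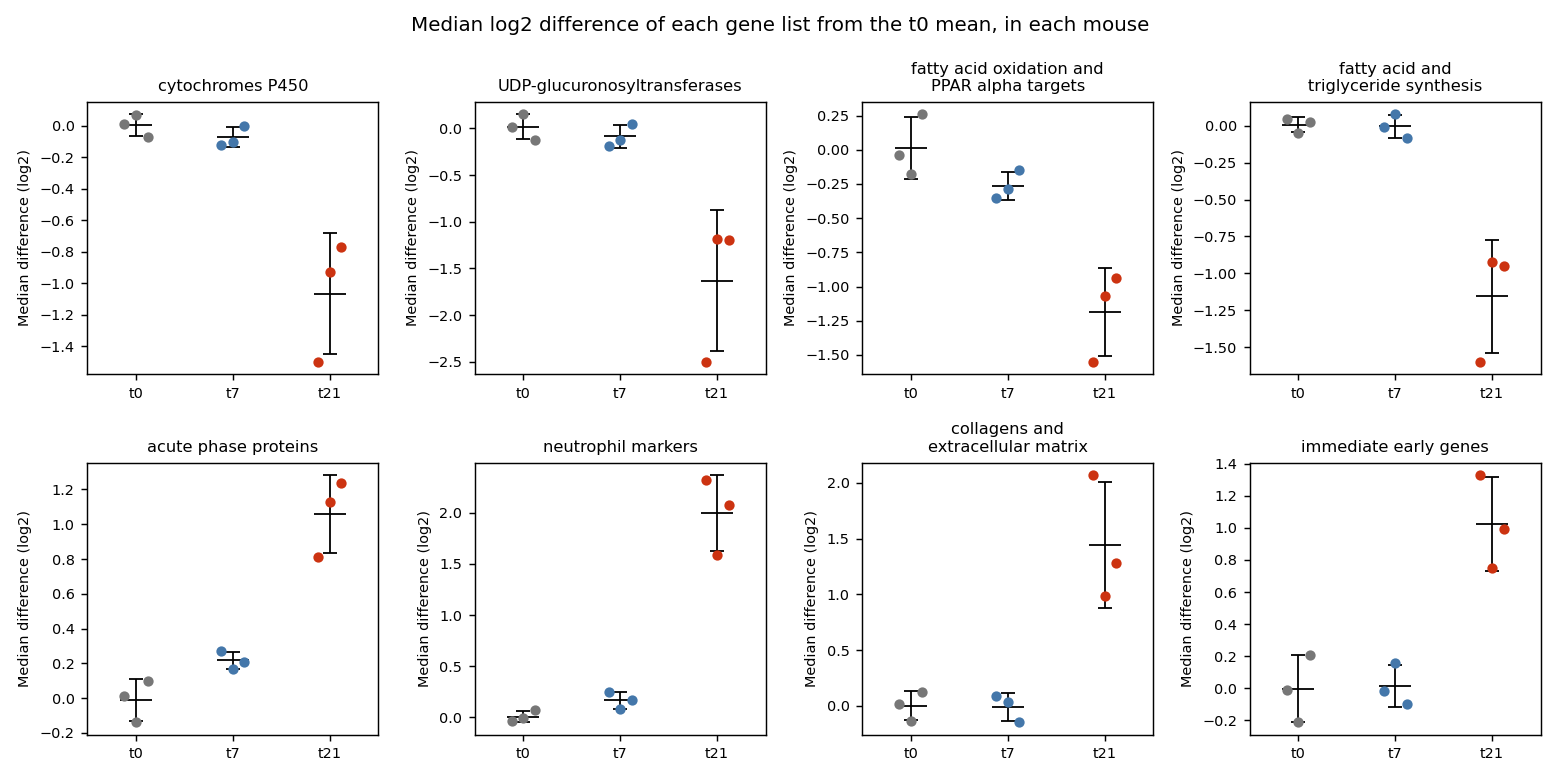
Median log2 difference from the t0 mean over the genes of 8 lists, in each mouse, at t0, t7 and t21. Points are mice, and lines with bars are the mean and SD of 3 mice. In each list the 3 t21 mice lie on the same side of all t0 and t7 mice.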

Strong down-regulation was observed in both cases in pathways associated with degradation and biosynthesis, whereas up-regulation was achieved in the signaling pathways (Fig 3B and 3C). The pathways associated with oxidation and metabolism was only present in the comparison between t0 *vs* t21, which was accompanied by a strong down-regulation (Fig 3C). 

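Many genes of fatty acid oxidation and of amino acid breakdown, and some of the respiratory chain, fell between t0 and t21. Of 46 measured genes of fatty acid oxidation and targets of PPAR alpha, 33 fell and 13 did not pass the test (40 fell when adjusted over the list alone). The genes of fatty acid oxidation and targets of PPAR alpha had a median log2 difference of -1.10 from t0 to t21 (camera adjusted p = 5.2e-16, adjusted p = 0.281 with an estimated correlation). The acyl-CoA thioesterases Acot3 and Acot4 fell, with differences of -3.39 and -3.14, and Cyp4a10 and Cyp4a31, which hydroxylate fatty acids, fell, with differences of -3.34 and -4.66 (adjusted p from 0.000935 to 0.0104 from limma). Among the 37 genes of the urea cycle and amino acid catabolism that were measured, 21 (12 without t0 replicate 1, 13 without t0 replicate 2 or 3) fell and 16 did not pass the test, and 23 fell and 1 rose when adjusted over the list alone. Genes of the urea cycle and amino acid catabolism had a median log2 difference of -0.77 from t0 to t21 (camera adjusted p = 3.92e-08, adjusted p = 0.309 with an estimated correlation). Amdhd1, of histidine breakdown, and Agxt, which detoxifies glyoxylate, fell, with differences of -2.22 and -1.63 (adjusted p = 0.00599 and 0.00699). Among 46 measured nuclear genes of oxidative phosphorylation, 16 fell, 2 rose and 28 did not pass the test (21 fell and 3 rose when adjusted over the list alone). Over the nuclear genes of oxidative phosphorylation the median log2 difference from t0 to t21 was -0.23 (camera adjusted p = 0.000112, adjusted p = 0.346 with an estimated correlation). The t21 mice had shifts of -0.37, -0.08 and -0.19 in this list. Sdhd, Ndufs7 and Cyc1, subunits of complexes of the respiratory chain, fell, with differences of -0.98, -0.97 and -0.81 (adjusted p from 0.000647 to 0.00252). Of 30 measured genes of retinol metabolism, 11 (5 without t0 replicate 1, 6 without t0 replicate 2) fell, 3 rose and 16 did not pass the test (15 fell and 4 rose when adjusted over the list alone). The genes of retinol metabolism had a median log2 difference of -0.37 from t0 to t21 (camera adjusted p = 0.013, adjusted p = 0.346 with an estimated correlation, and 0.133 with each array centred on its median). Each named gene was lower in all 3 t21 mice than in all 3 t0 mice. The median log2 difference per mouse in the list of fatty acid oxidation was -0.26 ± 0.11 at t7 and -1.19 ± 0.32 at t21 (SD, n = 3). In the same t21 mice the marker genes of monocytes and macrophages had a median of 1.09 ± 0.41. The paper reports from its pathway analysis that degradation and biosynthesis were down-regulated and that signaling was up-regulated. It places oxidation and metabolism in t0 vs t21 alone, and elsewhere describes them as down-regulated in early and in late infection.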

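Counted as genes, with 1 symbol each, most changes in both directions were seen in the livers at 21 days. Between t0 and t21, 1887 genes rose and 2415 fell, between t7 and t21, 1030 rose and 1346 fell, and between t0 and t7, 32 rose and 14 fell at an adjusted p under 0.05 from limma. Among genes that rose by t21, Timp1, an inhibitor of matrix proteases, was 5.65 ± 0.49 at t0, 6.52 ± 1.01 at t7 and 9.65 ± 0.78 at t21 (SD, n = 3 mice at each time). Lox, which crosslinks collagen, was 5.44 ± 0.11 at t0, 5.95 ± 0.75 at t7 and 9.15 ± 0.73 at t21, and Pf4, the platelet chemokine, was 6.40 ± 0.15 at t0, 6.42 ± 0.19 at t7 and 9.54 ± 0.93 at t21. Among those that fell, Hao2, a hydroxyacid oxidase, was 10.20 ± 0.33 at t0, 9.77 ± 0.18 at t7 and 5.56 ± 1.51 at t21, and Inmt, an N-methyltransferase, was 12.75 ± 0.14 at t0, 12.59 ± 0.19 at t7 and 8.65 ± 1.64 at t21. With at least a 2-fold change, 24 probe sets passed between t0 and t7, with 20 up and 4 down, and only 1, that of Ifi27l2a, an interferon-induced gene, passed a log2 difference of 2. The difference between these counts was not itself tested. With 1 array left out the 24 ranged from 0 without t7 replicate 1 or 3 to 73 without t21 replicate 1, and they were 89 with only the 6 arrays of the 2 groups, 122 with array weights and 265 at an unadjusted p under 0.05.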

The number of genes that were differentially expressed (both up- and down-regulated) is greatest at t21.

**Fig 3:**
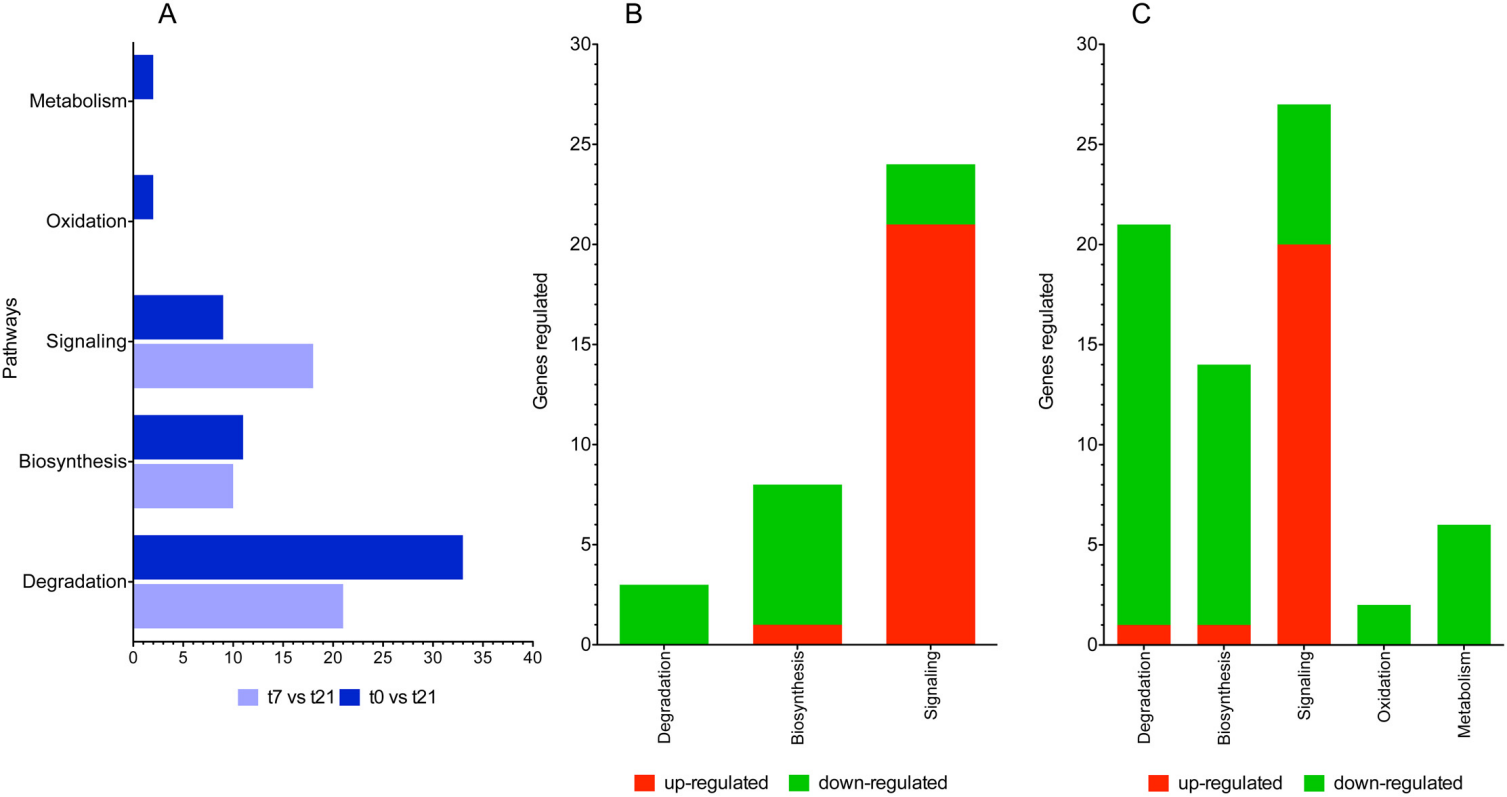
Representative canonical pathways study using the ingenuity pathway analysis (IPA) tool. (A) A comparison of the numbers of pathways that are statistically significant is shown for each point (t7 vs t21 and t0 vs t21). (B) The numbers of genes that are differentially expressed in each of the pathways are depicted for t7 vs t21 and (C) t0 vs t21. Down-regulation is shown in green and up-regulation in red.

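By 21 days some gene lists of inflammation, matrix, cell cycle and hepatocyte metabolism had shifted in the liver by camera at the preset correlation. At that setting more lists passed than at 7 days, a difference that was not itself tested. Of the 46 gene lists, 22 shifted between t0 and t7 by camera at an adjusted p under 0.05, 35 between t7 and t21 and 36 between t0 and t21, and with the correlation estimated for each list 4, 12 and 9 had an unadjusted p under 0.05 while none passed after adjustment. Most measured transcripts of ribosomal proteins rose by 21 days. Of 68 measured genes of ribosomal proteins, 2 rose and 66 did not pass the test (23 rose and 1 fell when adjusted over the list alone). The genes of ribosomal proteins had a median log2 difference of 0.24 from t0 to t7 (camera adjusted p = 1.06e-18, adjusted p = 0.426 with an estimated correlation). Among the 68 genes of ribosomal proteins that were measured, 44 rose, 3 fell and 21 did not pass the test, and 48 rose and 3 fell when adjusted over the list alone. Genes of ribosomal proteins had a median log2 difference of 0.55 from t0 to t21 (camera adjusted p = 5.85e-17, adjusted p = 0.208 with an estimated correlation). Rpl27a, of the large ribosomal subunit, rose from t0 to t21 by 1.32 (adjusted p = 0.000366 from limma) in its brightest probe set, and its other 8 probe sets had differences from 0.07 to 1.86, of which 7 passed. Tmsb4x, which binds actin monomers, and the histone gene H2ac15 also rose from t0 to t21, by 2.04 and 1.62 (adjusted p = 0.000502 and 0.000713). Sfxn2, a mitochondrial carrier, and Flot2, a membrane raft protein, fell, with differences of -1.29 and -0.83 (adjusted p = 0.000713 and 0.00166). In these 5 genes no t21 value overlapped with a t0 value. Among 28 measured markers of monocytes and macrophages, 11 (6 without t21 replicate 1, 7 without t7 replicate 1, 4 without t7 replicate 2 or 3) rose, 1 fell and 16 did not pass the test (13 rose and 1 fell when adjusted over the list alone). Across the markers of monocytes and macrophages the median log2 difference from t7 to t21 was 0.47 (camera adjusted p = 7.59e-05, adjusted p = 0.403 with an estimated correlation).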

At this stage of infection, *F*. *hepatica* induces the alteration of a greater number of pathways as well as the differential expression of a greater number of genes. It is evident that strong down-regulation is achieved during *F*. *hepatica* infection in terms of the degradation, biosynthesis, oxidation and metabolism pathways in both early and late infection (Fig 4A). However, strong up-regulation is observed in pathways related to signaling in both stages of infection (Fig 4B).

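Enzymes of drug and lipid breakdown were among the genes that fell from t7 to t21, and genes of bile acids and carboxylesterases were among those that fell from t0 to t21, while glutathione S-transferases and sulfotransferases moved in both directions. Of 39 measured cytochromes P450 of drug metabolism, 22 (13 without t0 replicate 1, 7 without t7 replicate 1, 6 without t7 replicate 2, 3 without t7 replicate 3) fell and 17 did not pass the test (33 fell when adjusted over the list alone). The cytochromes P450 of drug metabolism had a median log2 difference of -1.04 from t7 to t21 (camera adjusted p = 1.82e-16, adjusted p = 0.188 with an estimated correlation). Among the 46 genes of fatty acid oxidation and targets of PPAR alpha that were measured, 25 (15 without t7 replicate 1, 9 without t7 replicate 2 or 3) fell and 21 did not pass the test, and 33 fell when adjusted over the list alone. Genes of fatty acid oxidation and targets of PPAR alpha had a median log2 difference of -0.86 from t7 to t21 (camera adjusted p = 4.83e-18, adjusted p = 0.188 with an estimated correlation). The carboxylesterase Ces2a and the carnitine-synthesis enzyme Bbox1 fell from t7 to t21, with differences of -1.97 and -2.56 (adjusted p = 0.00411 and 0.0105 from limma). Among 27 measured genes of bile acid synthesis and transport, 16 (8 without t0 replicate 1, 2 or 3) fell and 11 did not pass the test (17 fell when adjusted over the list alone). Over the genes of bile acid synthesis and transport the median log2 difference from t0 to t21 was -1.13 (camera adjusted p = 7.85e-06, adjusted p = 0.281 with an estimated correlation). The sterol transporter Abcg8 fell by 2.16 from t0 to t21 and the organic anion transporter Slco1a4 fell by 1.95 (adjusted p = 0.00497 and 0.00922). Of 12 measured carboxylesterases, which split esters of drugs and lipids, 8 (5 without t0 replicate 1, 2 or 3) fell and 4 did not pass the test (11 fell when adjusted over the list alone). The carboxylesterases had a median log2 difference of -1.44 from t0 to t21 (camera adjusted p = 2.83e-06, adjusted p = 0.281 with an estimated correlation). Ces1f fell by 3.13 and Ces2a fell by 2.11 (adjusted p = 0.0042 and 0.00104). Among the 19 glutathione S-transferases that were measured, 9 (5 without t0 replicate 1) fell, 1 rose and 9 did not pass the test, and 9 fell and 2 rose when adjusted over the list alone. Glutathione S-transferases had a median log2 difference of -0.42 from t0 to t21 (camera adjusted p = 0.00314, adjusted p = 0.33 with an estimated correlation). Their shift in the t21 mice was -0.54, -0.06 and -0.69, with hardly any in replicate 2. Gstm6 and Gstm7 fell, with differences of -1.71 and -1.39 (adjusted p = 0.00617 and 0.00254). Among 11 measured sulfotransferases, 4 fell, 1 rose and 6 did not pass the test (4 fell and 1 rose when adjusted over the list alone). Over the sulfotransferases the median log2 difference from t0 to t21 was -0.07 (camera adjusted p = 0.0731, adjusted p = 0.281 with an estimated correlation, and 0.035 with dim probe sets left out, 0.0382 without t21 replicate 3). Sult2a3 and Sult1c2 fell, with differences of -2.67 and -2.51, while Sult1e1, which sulfates estrogens, rose by 3.96 (adjusted p from 0.000647 to 0.00737). Sult1e1 was 4.09, 3.88 and 5.22 in the t0 mice, in part below the lower quartile of the array, so the size of its rise is uncertain. In each gene named the groups compared did not overlap.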

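Genes of signaling that rose by 21 days included immediate early genes, some chemokines, genes of eicosanoid enzymes or receptors and genes of activated stellate cells. Of 27 measured immediate early genes, 14 (8 without t7 replicate 1, 7 without t7 replicate 2, 6 without t7 replicate 3) rose and 13 did not pass the test (21 rose when adjusted over the list alone). The immediate early genes had a median log2 difference of 1.18 from t7 to t21 (camera adjusted p = 2.61e-11, adjusted p = 0.177 with an estimated correlation). Klf6 and Btg2, transcriptional regulators, rose from t7 to t21 by 2.26 and 2.78 (adjusted p = 0.00411 and 0.00836 from limma). Among the 30 chemokines that were measured, 10 rose, 1 fell and 19 did not pass the test, and 11 rose and 1 fell when adjusted over the list alone. Chemokines had a median log2 difference of 0.59 from t0 to t21 (camera adjusted p = 0.000255, adjusted p = 0.281 with an estimated correlation). Per mouse the median difference from the t0 mean was 0.32, 0.04 and 0.86 at t21, so 1 mouse showed hardly any shift. Ccl8, which attracts monocytes and eosinophils, Ccl6 and Cxcl1, which attracts neutrophils, rose from t0 to t21 by 3.88, 2.75 and 2.49 (adjusted p from 0.00269 to 0.00626). Among 26 measured genes of eicosanoid enzymes and receptors, 13 rose, 1 fell and 12 did not pass the test (16 rose and 1 fell when adjusted over the list alone). Over the genes of eicosanoid enzymes and receptors the median log2 difference from t0 to t21 was 0.86 (camera adjusted p = 4.23e-06, adjusted p = 0.258 with an estimated correlation). Pla2g7, which degrades platelet-activating factor, and Cyp4f18, which inactivates leukotriene B4, rose by 1.96 and 2.16 (adjusted p = 0.00148 and 0.00243). Of 44 measured genes of collagens and extracellular matrix, 34 rose, 1 fell and 9 did not pass the test (39 rose and 1 fell when adjusted over the list alone). The genes of collagens and extracellular matrix had a median log2 difference of 1.41 from t0 to t21 (camera adjusted p = 2.35e-17, adjusted p = 0.258 with an estimated correlation). Among the 21 markers of stellate cells and myofibroblasts that were measured, 11 (5 without t0 replicate 2, 7 without t21 replicate 1) rose, 1 fell and 9 did not pass the test, and 13 rose and 1 fell when adjusted over the list alone. Markers of stellate cells and myofibroblasts had a median log2 difference of 0.73 from t0 to t21 (camera adjusted p = 2.53e-05, adjusted p = 0.281 with an estimated correlation). Pdgfrb, the growth factor receptor of stellate cells, and the filament gene Vim rose by 1.42 and 2.02 (adjusted p = 0.00588 and 0.00572). Among 15 measured genes of growth hormone signalling, 4 fell, 3 rose and 8 did not pass the test (4 fell and 3 rose when adjusted over the list alone). Over the genes of growth hormone signalling the median log2 difference from t0 to t21 was -0.13 (camera adjusted p = 0.582, adjusted p = 0.689 with an estimated correlation). Ghr, the growth hormone receptor, and Igfals, the binding subunit of its plasma target, fell, with differences of -1.22 and -2.74 (adjusted p = 0.00867 and 0.00161). All 3 later mice lay on the same side of all 3 earlier mice in each named gene.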

**Fig 4:**
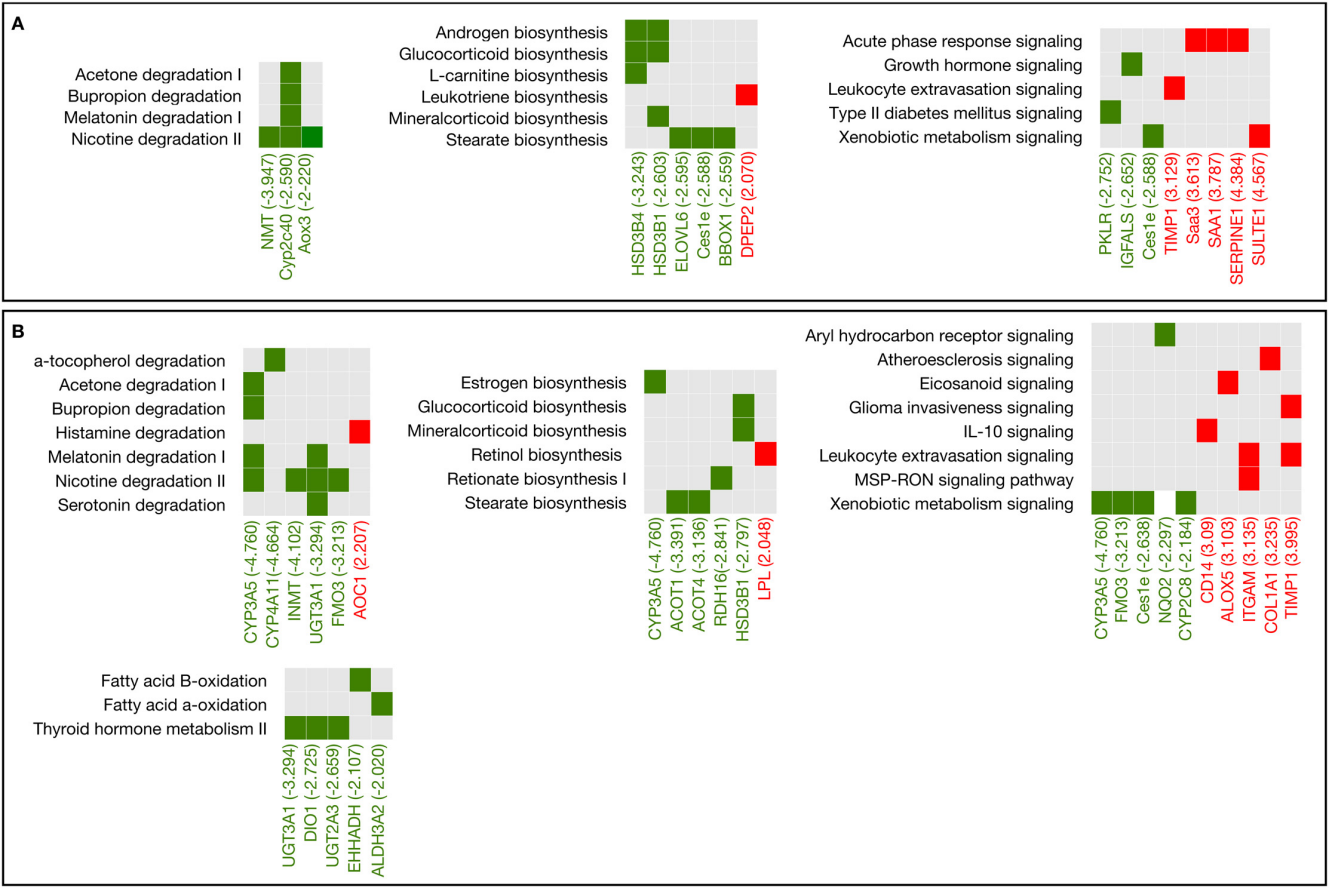
The most representative pathways and the associated differentially expressed genes in two stages of the infection. (A) Comparison between t7 (seven days post-infection) vs t21 (21 days post-infection). (B). Comparison between t0 (Uninfected) vs t21 (21 days post-infection). The fold change of each gene is shown in parentheses. Red squares represent the genes that are up-regulated, belonging to each signaling pathway, green squares represent genes that are down-regulated, whereas gray squares indicate the absence of those genes in that pathway.

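Single enzymes that conjugate, split and oxidize drugs and lipids in hepatocytes fell by about 4-fold and more from t0 to t21. Ugt3a1, which transfers sugars to steroids and drugs, fell by 3.29 (standard error 0.55, adjusted p = 0.00555 from limma). Ugt2a3 and Ugt2b1, glucuronosyltransferases, fell, with differences of -2.66 and -2.44 (standard errors 0.42 and 0.52, adjusted p = 0.00456 and 0.0148), where Ugt2b1 did not pass with only the 6 arrays of the 2 groups (adjusted p = 0.0565). The carboxylesterase Ces1e fell by 2.64 and the fatty acid elongase Elovl6 fell by 2.38 (standard errors 0.41 and 0.47, adjusted p = 0.00413 and 0.0104). Aldh3a2, which oxidizes fatty aldehydes, fell by 2.02 (standard error 0.11, adjusted p = 0.000278). The kynurenine formamidase Afmid and the aldehyde oxidase Aox3 fell, with differences of -2.75 and -2.12 (adjusted p = 0.00103 and 0.00188). Cyp2c29, which oxidizes drugs and arachidonic acid, fell by 2.18 (standard error 0.47, adjusted p = 0.0147), and it did not pass without t0 replicate 1 (adjusted p = 0.0504) or with only the 6 arrays of the 2 groups (adjusted p = 0.0564). In each of these genes all 3 t21 mice lay below all 3 t0 mice.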

Concerning the degradation and biosynthesis pathways, we observed a strong down-regulation of several genes that belong to the cytochrome P450 (e.g., CYP3A5, Cyp2c40, CYP4F12, and CYP2C8), glucoronosyltransferases (e.g., UGT3A1, UGT2A3, UGT2B17, UGT2B28), carboxylesterase (Ces1e), fatty-acid elongase (ELOVL), aldehyde dehydrogenase (ALDH) and other degradation-associated genes, such as arylformamidase (AFMID) and aldehyde oxidase (Aox3). 

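Cxcr4, Tnfrsf12a, Socs3, Cd14 and Timp1 rose from t0 to t21. Cxcr4, the receptor of the chemokine Cxcl12, rose by a log2 difference of 2.05 (standard error 0.36, adjusted p = 0.00666 from limma), and Tnfrsf12a, the receptor of the cytokine Tweak, by 2.12 (standard error 0.37, adjusted p = 0.00626). Socs3, which dampens Jak and Stat signals, rose by 2.20 (standard error 0.13, adjusted p = 0.000278) in the brighter of its 2 probe sets and by 0.66 (adjusted p = 0.0286) in the other. Cd14, the co-receptor for bacterial lipopolysaccharide, rose by 3.09 (standard error 0.46, adjusted p = 0.00347), and Timp1, an inhibitor of matrix proteases, by 4.00 (standard error 0.55, adjusted p = 0.00264). Each t21 mouse was above each t0 mouse in all 5 genes.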

Analysis of the signaling pathways also revealed up-regulation of many genes, including the chemokine C-X-C motif receptor 4 (CXCR4), tumor necrosis factor receptor family (TNFRSF), suppressor of cytokine signaling (SOCS), CD14 molecule (CD14) and metalloprotease inhibitor (TIMO), amongst others. 

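Single genes of lipid breakdown and drug conjugation fell from t0 to t21, while another gene of lipid breakdown, Lpl, and single genes of collagen, myofibroblasts and myeloid cells rose. Of the genes of the paper's Table 1 that a probe set measured under their own name, 18 had a positive and 20 a negative difference, and Acot1, a thioesterase, did not pass the test with -2.21 (standard error 0.75, adjusted p = 0.0775), but passed without t0 replicate 2 (adjusted p = 0.0496), without t0 replicate 3 (-1.16, adjusted p = 0.0125) and with dim probe sets left out (adjusted p = 0.042). Lipg and Mgll, which split phospholipids and monoglycerides, fell, with differences of -2.43 and -2.31 (adjusted p = 0.005 and 0.000567 from limma). Ehhadh, of peroxisomal fatty acid oxidation, and Bbox1, of carnitine synthesis, fell, with differences of -2.11 and -2.64 (adjusted p = 0.00421 and 0.00418). The sulfotransferase Sult1b1 and the quinone reductase Nqo2 fell, with differences of -2.28 and -2.30 (adjusted p = 0.00567 and 0.000698). Hsd3b1, a steroid dehydrogenase with a low level of 4.48 ± 0.24 at t0 (SD, n = 3 mice), fell by 0.67 (adjusted p = 0.012). Its values, 3.69 to 4.67, lay below the lower quartile of every array (4.74 to 4.87), so the size of this fall is uncertain. Col1a1, Col1a2 and Col3a1, chains of fibrillar collagens, rose by 3.24, 2.61 and 2.35, and Acta2, the smooth muscle actin of myofibroblasts, by 2.11 (adjusted p from 0.00103 to 0.00778). Alox15, a lipoxygenase of alternatively activated macrophages and eosinophils, rose by 2.56, and Alox5ap, needed for leukotriene synthesis, by 3.10 (adjusted p = 0.00597 and 0.00109). Itgam, an integrin of myeloid cells, rose by 3.14 and the lipoprotein lipase Lpl by 2.05 (adjusted p = 0.00355 and 0.00163). In every gene named here the t0 and t21 values did not overlap.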

Table 1 shows the significant genes (down- and up-regulated) that are associated with the canonical pathways related to degradation, biosynthesis and signaling at 21 days after the infection.

**Table 1:** Genes associated with pathways related to degradation, biosynthesis and signaling.

Pathway/Gene symbol	Gene description	Fold change	p-value
**Degradation**			
CYP3A5	Cytochrome P450, family 3, subfamily A, polypeptide 5	-4.760	1.52E-03
CYP4A11	Cytochrome P450, family 4, subfamily A, polypeptide 11	-4.664	8.20E-04
INMT	Indolethylenamine N-methyltransferase	-4.100	2.28E-04
UGT3A1	UDP glucoronosyltransferase 3 family, polypeptide A1	-3.294	2.79E-04
FMO3	Flavin containing monooxygenase 3	-3.213	1.22E-04
AFMID	Arylformamidase	-2.749	7.45E-06
UGT2A3	UDP glucoronosyltransferase 2 family, polypeptide A3	-2.659	1.99E-04
Cyp2c40	Cytochrome P450, family 1, subfamily c, polypeptide 40	-2.469	9.51E-05
UGT2B17	UDP glucoronosyltransferase 2 family, polypeptide B17	-2.438	1.44E-03
LIPG	Lipase, endothelial	-2.434	2.33E-04
CYP4F12	Cytochrome P450, family 4, subfamily F, polypeptide 12	-2.340	2.92E-04
MGLL	Monoglyceride lipase	-2.314	1.07E-06
SULT1B1	Sulfurotransferase family, cytosolic 1B, member 1	-2.284	2.88E-04
CYP2C8	Cytochrome P450, family 2, subfamily C, polypeptide 8	-2.184	1.43E-03
MAOB	Monoamine oxidase B	-2.174	1.11E-04
Aox3	Aldehyde oxidase 3	-2.120	3.38E-05
EHHADH	Enoyl-CoA, hydratase/3-hydroxyacyl CoA	-2.107	1.69E-04
ALDH3A2	Aldehyde dehydrogenase 3 family, member a2	-2.020	3.76E-08
UGT2B28	UDP glucoronosyltransferase 2 family, polypeptide B28	-2.007	2.38E-04
**Biosynthesis**			
CYP3A5	Cytochrome P450, family 3, subfamily A, polypeptide 5	-4.760	1.52E-03
ACOT1	Acyl-CoA thioesterase 1	-3.391	1.01E-04
ACOT4 RDH16	Acyl-CoA thioesterase 4 Retinol dehydrogenase 16	-3.136–2.841	7.33E-06 5.52E-05
HSD3B1	Hydroxy-delta-5-steroid dehydrogenase, 3 beta-isomerase 1	-2.797	1.03E-03
AFMID	Arylformamidase	-2.749	7.45E-06
SDR9C7	Short chain dehydrogenase/reductase family 9C, member 7	-2.639	2.88E-04
Ces1e	Carboxylesterase 1E	-2.638	1.62E-04
BBOX1	Butyrobetaine, 2-oxoglutarate dioxygenase	-2.635	1.66E-04
Cyp2c40	Cytochrome P450, family 1, subfamily c, polypeptide 40	-2.469	9.51E-05
LIPG	Lipase, endothelial	-2.434	2.33E-04
ELOVL6	ELOVL fatty acid elongase 6	-2.376	8.21E-04
CYP2C8	Cytochrome P450, family 2, subfamily C, polypeptide 8	-2.184	1.43E-03
LPL	Lipoprotein lipase	2.048	2.46E-05
**Signaling**			
CYP3A5	Cytochrome P450, family 3, subfamily A, polypeptide 5	-4.760	1.52E-03
FMO3	Flavin containing monooxygenase 3	-3.213	1.22E-04
Ces1e	Carboxylesterase 1E	-2.638	1.62E-04
NQO2	NAD(P)H dehydrogenase, quinone 2	-2.297	2.33E-06
CYP2C8	Cytochrome P450, family 2, subfamily C, polypeptide 8	-2.184	1.43E-03
ALDH3A2	Aldehyde dehydrogenase 3 family, member a2	-2.020	3.76E-08
LPL	Lipoprotein lipase	2.048	2.46E-05
CXCR4	Chemokine (C-X-C motif) receptor 4	2.052	3.85E-04
NCF1	Neutrophil cytosolic factor 1	2.087	7.51E-05
ACTA2	Actin, alpha 2, smooth muscle, aorta	2.109	5.03E-04
TNFRSF12A	Tumor necrosis factor receptor superfamily, member 12A	2.122	3.49E-04
MYC	v-myc avian myelocytomatosis viral oncogene homolog	2.180	1.61E-04
SOCS3	Suppressor of cytokine signaling 3	2.199	9.27E-08
RPL13A	Ribosomal protein L13a	2.253	1.32E-05
SELP	Selectin P	2.266	1.21E-03
COL3A1	Collagen, type III, alpha 1	2.347	9.96E-06
FOS	FBJ murine osteosarcoma viral oncogene homolog	2.553	5.57E-04
ALOX15	Arachidonate 15-lipoxygenase	2.562	3.18E-04
COL1A2	Collagen, type I, alpha 2	2.605	5.71E-05
IL1R2	Interleukin 1 receptor, type II	2.692	2.64E-04
HMOX1	Heme oxygenase 1	2.816	4.24E-06
CD14	CD14 molecule	3.094	1.19E-04
ALOX5AP	Arachidonate 5-lipoxygenase-activating protein	3.103	1.02E-05
ITGAM	Integrin, alpha M	3.135	1.24E-04
COL1A1	Collagen, type I, alpha 1	3.235	7.40E-06
TIMP1	TIMO metalloprotease inhibitor 1	3.995	7.07E-05

Only those genes with both a p-value < 0.05 and a fold change ± 2 are included. Genes in this analysis belong to the comparison between t0 (uninfected mice) and t21 (mice infected and necropsied at 21 days after infection).

### Identifying genes involved in causing hepatic toxicity

The Ingenuity Pathway Analysis tool, "Tox functions", was used to identify a subset of genes and biological functions that are implicated in causing hepatic toxicity. We identified a strong up-regulation of several genes that promote hepatic toxicity in both stages of infection (t7 *vs* t21 and t0 *vs* t21). In the first stage of infection, five genes that are associated to liver damage, liver necrosis and liver proliferation were identified. 

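Between 7 and 21 days, Cd14, Bcl2l1, Cxcr4 and Tnfrsf12a rose in the liver. Cd14, the co-receptor for lipopolysaccharide, rose from 6.69 ± 0.56 at t7 to 9.80 ± 0.06 at t21 (SD, n = 3 mice each), a log2 difference of 3.12 (standard error 0.46, adjusted p = 0.00818 from limma). Bcl2l1, which blocks apoptosis, rose by 1.19 (standard error 0.14, adjusted p = 0.0053). Cxcr4, a chemokine receptor, rose by 2.14 (adjusted p = 0.0121, 0.0581 without t7 replicate 2 and 0.0545 without t7 replicate 3). Tnfrsf12a, a receptor of the tumor necrosis factor family, rose by 2.18 (adjusted p = 0.0123, 0.0585 without t7 replicate 2). In these 4 genes all t21 values lay above all t7 values.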

Down-regulation was completely absent at this point of infection (Table 2). At 21 days post-infection, we identified a total of 11 regulated genes that were associated with liver damage, liver necrosis and liver fibrosis, and most of them are up-regulated. Strikingly, down-regulation was observed in only 1 gene at this stage of infection (Table 2). 

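Of the damage genes named here, those of macrophages and oxidant production rose from t0 to t21 and a receptor of hepatocytes fell. Ccl2, which attracts monocytes, rose by a log2 difference of 2.47 (standard error 0.53, adjusted p = 0.0144 from limma, 0.0509 without t0 replicate 2). Ncf1, a subunit of the phagocyte oxidase, rose by 2.09 (standard error 0.29, adjusted p = 0.00273). Ppara, the receptor that switches on fatty acid oxidation, fell by 2.00 (standard error 0.34, adjusted p = 0.00576). No t21 value overlapped with a t0 value in the 3 genes.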

We also used the build-up networks and pathways from the Ingenuity Pathway Analysis tool to investigate the relationships between the most significant associated-functions related to the hepatic damage and those individual genes involved in causing liver necrosis and the death of hepatic cells. As in Fig 5, there is a complex interaction, which mainly involves up-regulated genes. Such up-regulation directly induces the activation pathways that lead to liver necrosis, which is mainly through the genes SERPINE1, CD14, FOS, HMOX1, MYC, Mt1, SOCS3, A2M and SELP. 

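Fos, Myc, Hmox1, Mt1 and A2m each rose from t0 to t21. Fos, an immediate early transcription factor, rose by 2.55 (standard error 0.47, adjusted p = 0.00829 from limma), and Myc, which drives growth, by 2.18 (standard error 0.34, adjusted p = 0.00413). Hmox1, which breaks down heme, rose by 2.82 (standard error 0.27, adjusted p = 0.000843), and Mt1, a metallothionein, by 2.55 (standard error 0.51, adjusted p = 0.0111). A2m, a protease inhibitor of plasma, rose by 2.14 (standard error 0.18, adjusted p = 0.000644). Over time Hmox1 was 8.31 ± 0.35 at t0, 9.60 ± 0.27 at t7 and 11.12 ± 0.47 at t21, and Myc was 7.74 ± 0.48 at t0, 8.23 ± 0.48 at t7 and 9.92 ± 0.48 at t21 (SD, n = 3 mice at each time). Fos was 6.36 ± 0.59 at t0, 6.48 ± 0.38 at t7 and 8.91 ± 0.93 at t21, and A2m was 6.21 ± 0.14 at t0, 6.37 ± 0.08 at t7 and 8.35 ± 0.40 at t21. In each of the 5 genes every t21 mouse was above every t0 mouse. The paper concludes from its network analysis that this up-regulation leads to liver necrosis.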

Beyond the active participation of these genes in causing liver necrosis, they are also involved in the interaction network, causing hepatic cell death, liver proliferation, increased liver damage, liver hepatitis, hepatic fibrosis, hepatic cholestasis and liver steatosis.

**Table 2:** Biological function and genes involved in causing hepatic toxicity followed by *Fasciola hepatica* infection assessed using the Tox Function from the Ingenuity Pathway Analysis tool.

Gene symbol	Gene description	Fold change	Biological function	p-value
**t7 vs t21**				
BCL2L1	BCL2-like 1	6.326	Liver damage	1.64E-02
			Liver injury	2.23E-02
			Liver necrosis	2.37E-02
CD14	CD14 molecule	3.119	Liver necrosis	2.37E-02
CXCR4	Chemokine (C-X-C motif) receptor 4	2.141	Liver proliferation	2.08E-02
SERPINE1	Serpin peptidase inhibitor, clade E, member 1	4.348	Liver damage	1.64E-02
			Liver injury	2.23E-02
			Liver necrosis	2.37E-02
TNFRSF12A	Tumor necrosis factor receptor superfamily, member 12A	2.175	Hepatocyte expansion	1.54E-03
			Oval cell proliferation	2.08E-02
			Oval cell expansion	3.93E-02
**t0 vs t21**				
SERPINE1	Serpin peptidase inhibitor, clade E, member 1	4.348	Liver damage	4.88E-03
CD14	CD14 molecule	3.119	Liver necrosis	2.58E-03
LGALS3	Lectin, galactoside-binding, soluble, 3	2.898	Liver damage	4.88E-03
FOS	FBJ murine osteosarcoma viral oncogene homolog	2.553	Liver necrosis	2.58E-03
Mt1	Metallothionein 1	2.550	Liver damage	4.88E-03
			Liver necrosis	2.58E-03
Ccl2	Chemokine (C-C motif) ligand 2	2.470	Liver damage	4.88E-03
SELP	Selectin P	2.266	Liver necrosis	2.58E-03
SPP1	Secreted phosphoprotein 1	2.257	Hepatic stellate cell migration	2.48E-02
MYC	v-myc avian myelocytomatosis viral oncogene homolog	2.180	Liver necrosis	2.58E-03
TNFRSF12A	Tumor necrosis factor receptor superfamily, member 12A	2.122	Hepatocyte expansion	9.75E-03
NCF1	Neutrophil cytosolic factor 1	2.087	Liver damage	4.88E-03
			Hepatic stellate cell migration	2.48E-02
			Liver necrosis	2.58E-03
PPARA	Peroxisome proliferator-activated receptor alpha	-2.001	Liver damage	4.88E-03
			Hepatocyte damage	7.94E-03
			Liver necrosis	2.58E-03

The fold change of each gene and significance of each biological function are also shown. The following comparisons were made: *i)*. t7 (mice infected and necropsied at 7 days post-infection) vs t21 (mice infected and necropsied at 21 days post-infection) and *ii)*. t0 (uninfected mice) vs t21 (mice infected and necropsied at 21 days post-infection).

**Fig 5:**
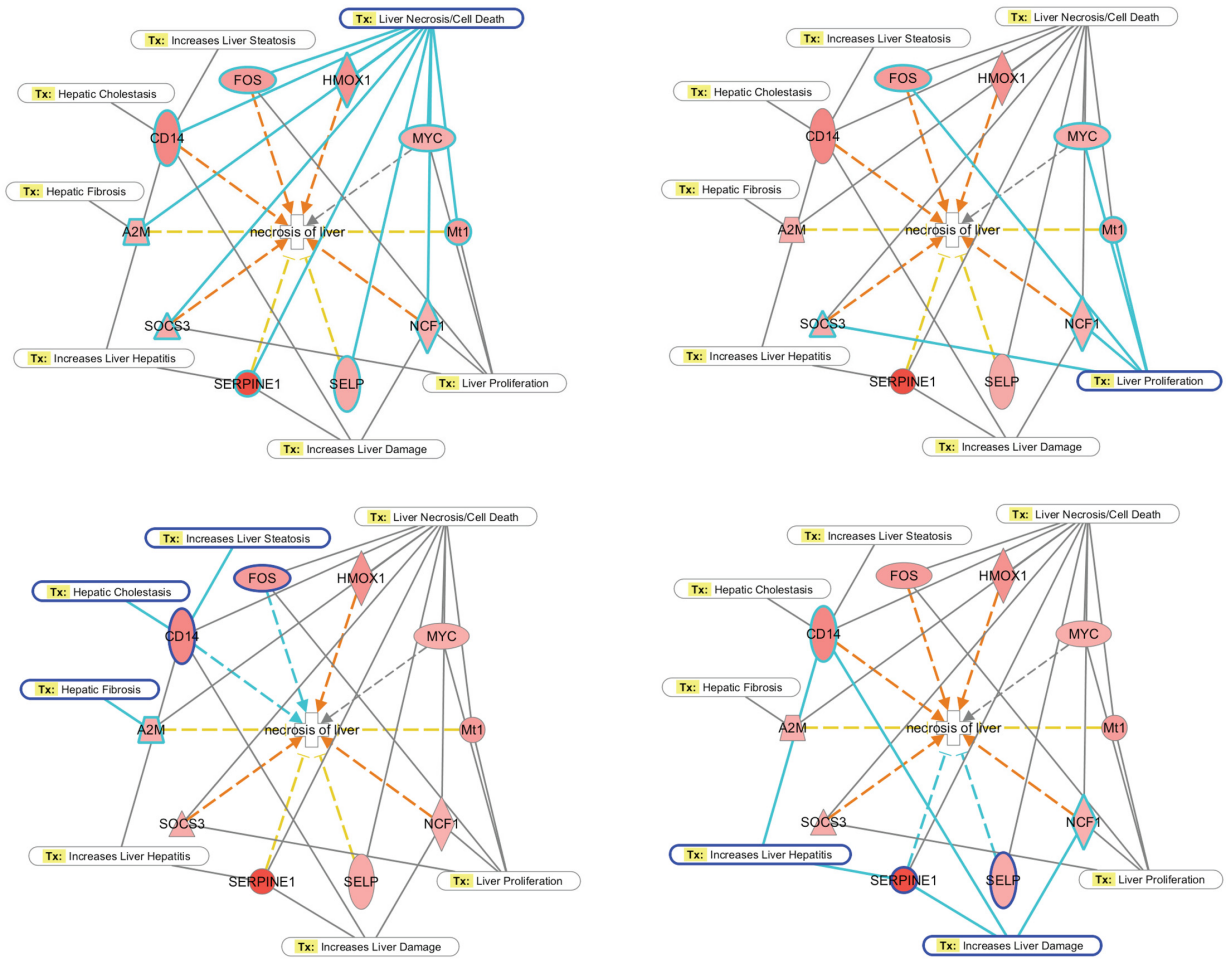
Gene networks associated with hepatic damage. The Ingenuity Pathway Analysis tool was used to identify significant genes that are related to hepatic damage as well as to build up interaction networks amongst them with the most significant associated-functions related to hepatic damage. Solid lines denote direct interactions and dotted-arrows predict activation pathways. The color red indicates up-regulation. The data used for such network construction were the comparison between t0 (uninfected) and t21 (21 days post-infection), which is where the most significant differential expression of genes occurs.

### Up-regulation determines hepatic injury in *F*. *hepatica* infection

Chronic *F*. *hepatica* infection causes severe liver damage, including hepatic abscesses, hepatic necrosis and the subsequent destruction of the hepatic parenchyma, leading to clinical manifestations, such as anemia, abdominal disorders and hepatic dysfunction. Here, we identified 20 regulated-genes as the most relevant genes that are associated with such damage; 13 of them are up-regulated and 7 are down-regulated. The aforementioned regulated-genes were then classified into subsets according to their functionality, including liver necrosis, liver damage, fatty acid oxidation and metabolism, among others. 

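The damage genes measured here that rose encode receptors, chemokines, transcription factors and protective proteins, and the gene that fell encodes a receptor of lipid metabolism. The 95% confidence interval from limma of the log2 difference between t0 and t21 was 2.06 to 3.74 for Lgals3, a lectin of macrophages, and 1.39 to 3.71 for Mt1, a metallothionein. It was 1.27 to 3.67 for the chemokine Ccl2 and 1.42 to 2.75 for Ncf1 of the phagocyte oxidase. For Cd14, the lipopolysaccharide co-receptor, it was 2.05 to 4.14, and for the transcription factors Fos and Myc 1.47 to 3.63 and 1.41 to 2.95. Hmox1, which breaks down heme, had 2.20 to 3.43, Socs3, an inhibitor of cytokine signals, in the brighter of its 2 probe sets 1.90 to 2.49 and A2m, a protease inhibitor, 1.72 to 2.56. The interval of Ppara, a receptor for fatty acids, was -2.77 to -1.23, so it fell. Mt1 was 10.73 ± 1.25 at t0, 10.74 ± 0.18 at t7 and 13.28 ± 0.05 at t21, and Socs3 was 7.32 ± 0.26 at t0, 7.63 ± 0.08 at t7 and 9.52 ± 0.10 at t21 (SD, n = 3 mice at each time).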

Ten genes were functionally assigned as necrosis and liver damage genes; most of those genes (9 of them) were up-regulated, and only 1 was down-regulated (Table 3). In addition to the biological functions associated with liver damage, we also identified other genes that are related to fatty acid oxidation and metabolism (e.g., Peroxisome Proliferative Activated Receptor, Alpha (PPARA) and Solute Carrier Family 22 (Organic Cation/Carnitine Transporter), Member 5 (SLC22A5)), lipid and vitamin metabolism and small molecule biochemistry (e.g., Solute Carrier Family 23 (Ascorbic Acid Transporter), Member 1 (SLC23A1), Retinol Dehydrogenase 16 (RDH16), and ATP-binding cassette, sub-family G, member 8 (ABCG8)).

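Transporters of carnitine, vitamin C and phosphate and an enzyme of retinol fell from t0 to t21. Slc22a5, which imports carnitine for fatty acid oxidation, fell by 2.22 (standard error 0.42, adjusted p = 0.00925 from limma), and its t0 value was 10.2 in replicate 3, above the others. Slc23a1, which imports vitamin C, fell by 2.00 (standard error 0.31, adjusted p = 0.00425). Rdh16, which oxidizes retinol, fell by 2.84 (standard error 0.38, adjusted p = 0.00234). Slc25a23, a mitochondrial carrier of ATP and phosphate, fell by 2.16 (standard error 0.29, adjusted p = 0.00243). Slc25a3, the main mitochondrial phosphate carrier, fell by 0.43 (adjusted p = 0.0259), and it did not pass without t0 replicate 1 (adjusted p = 0.0714), without t0 replicate 2 (adjusted p = 0.076) or with only the 6 arrays of the 2 groups (adjusted p = 0.0864). Ppara, the receptor that controls fatty acid oxidation, was 11.19 ± 0.28 at t0, 10.96 ± 0.15 at t7 and 9.19 ± 0.77 at t21 (SD, n = 3 mice at each time). All 3 t21 mice lay below all 3 t0 mice in each of the 5 transporter and retinol genes.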

**Table 3:** Genes involved in causing damage and liver necrosis according to the Ingenuity Pathway Analysis tool.

Biological function/ Gene symbol	Gene description	Fold change	p-value
**Liver damage**			
SERPINE1	Serpin peptidase inhibitor, clade E, member 1	4.348	5.40E-05
LGALS3	Lectin, galactoside-binding, soluble, 3	2.898	3.88E-05
Mt1	Metallothionein 1	2.550	9.11E-04
Ccl2	Chemokine (C-C motif) ligand 2	2.470	1.38E-03
NCF1	Neutrophil cytosolic factor 1	2.087	7.51E-05
PPARA	Peroxisome proliferator-activated receptor alpha	-2.001	2.99E-04
**Liver necrosis**			
SERPINE1	Serpin peptidase inhibitor, clade E, member 1	4.348	5.40E-05
CD14	CD14 molecule	3.119	1.19E-04
FOS	FBJ murine osteosarcoma viral oncogene homolog	2.553	5.57E-04
Mt1	Metallothionein 1	2.550	9.11E-04
SELP	Selectin P	2.266	1.21E-03
MYC	v-myc avian myelocytomatosis viral oncogene homolog	2.180	1.61E-04
NCF1	Neutrophil cytosolic factor 1	2.087	7.51E-05
PPARA	Peroxisome proliferator-activated receptor alpha	-2.001	2.99E-04
**Fatty acid oxidation**			
SLC22A5	Solute carrier family 22, member A5	-2.224	6.69E-04
SLC25A3	Solute carrier family 25A, member 23	-2.158	5.15E-04
PPARA	Peroxisome proliferator-activated receptor alpha	-2.001	2.99E-04

The fold change and significance of each gene are also shown. Regulated genes correspond to the comparison between t0 (uninfected mice) *vs* t21 (mice infected and necropsied at 21 days post-infection).

### PCR for microarray validation

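The array values of the 6 genes chosen for PCR moved by about 3-fold to 9-fold between t0 and t21. Maob, which oxidizes amines, was 11.98 ± 0.08 at t0, 11.63 ± 0.09 at t7 and 9.81 ± 0.77 at t21, and Hsd3b3, a steroid dehydrogenase, was 11.10 ± 0.25 at t0, 11.18 ± 0.16 at t7 and 8.99 ± 0.61 at t21 (SD, n = 3 mice at each time). Aldh3a2, which oxidizes fatty aldehydes, was 11.65 ± 0.18 at t0, 11.13 ± 0.10 at t7 and 9.63 ± 0.07 at t21. Maob fell by 2.17 from t0 to t21 and Hsd3b3 fell by 2.11 (adjusted p = 0.00335 and 0.00228 from limma). Il1r2, the decoy receptor of interleukin 1, rose by 2.69 (adjusted p = 0.00536), from 5.04 ± 0.08 at t0 and 5.14 ± 0.23 at t7 to 7.73 ± 1.08 at t21. Tlr1, a receptor for bacterial lipoproteins, was 6.11 ± 0.05 at t0, 6.57 ± 0.32 at t7 and 7.68 ± 0.08 at t21, and Cd14, the lipopolysaccharide co-receptor, started from 6.71 ± 0.98 at t0. In each of the 6 genes the t0 and t21 values did not overlap. The PCR bands themselves were not analysed here.

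**Figure D2:**
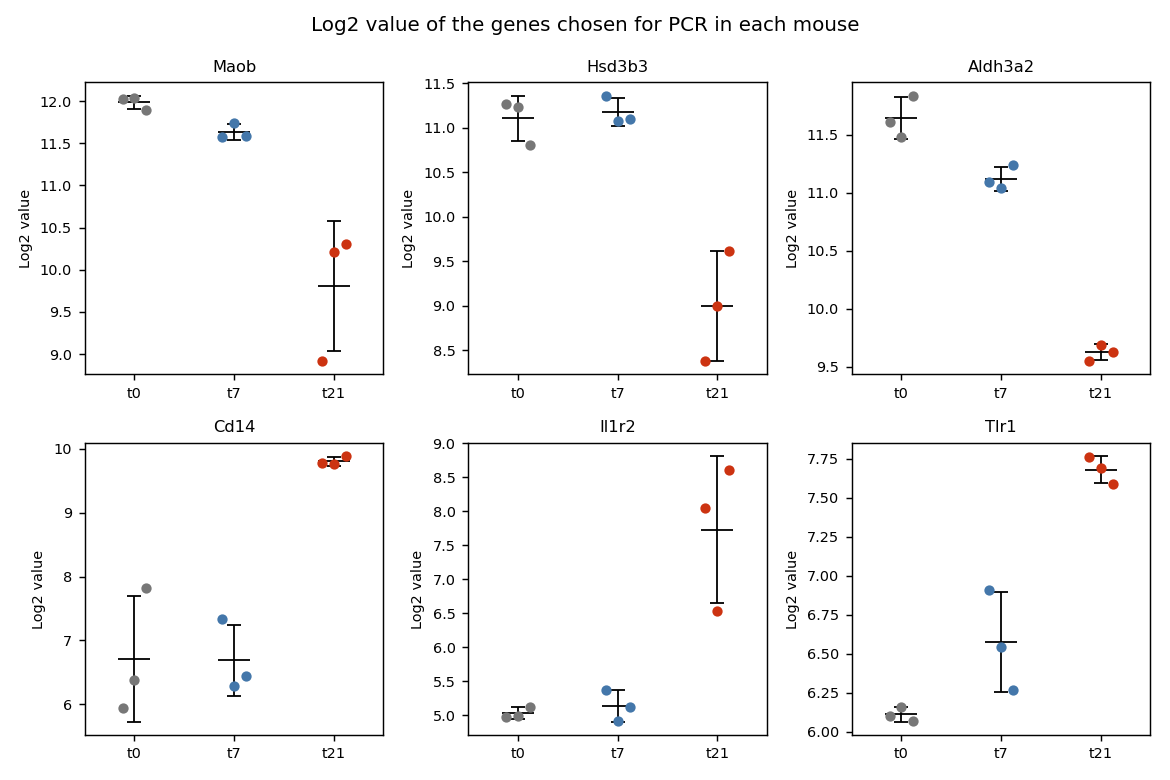
Log2 expression of the 6 PCR genes in each mouse at t0, t7 and t21. Points are mice, and lines with bars are the mean and SD of 3 mice. Maob, Hsd3b3 and Aldh3a2 are lower at t21 than at t0, and Cd14, Il1r2 and Tlr1 are higher.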

The PCR expression patterns agreed with those obtained in the microarrays. Six genes were randomly selected for such confirmation (three up-regulated genes and three down-regulated ones). As in Fig 6, all genes that were up-regulated had a higher band intensity in the group of mice infected with *F*. *hepatica* metacercariae compared to the uninfected group, whereas the down-regulated genes had lower band intensity in the infected group.

**Fig 6:**
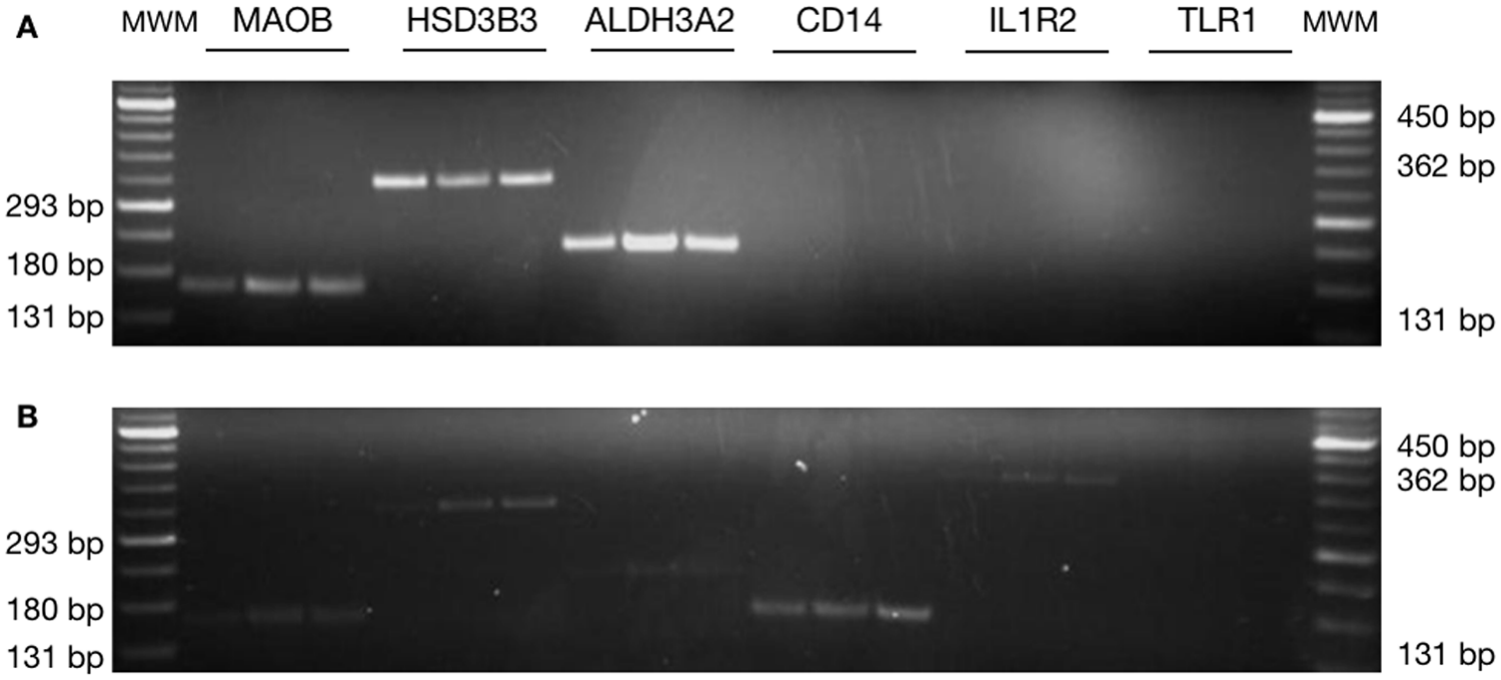
The microarray was validated with PCR reactions. (A) PCR amplification from liver RNA samples for the selected genes at time t0 (before any treatment). (B) PCR amplification at t21 (21 days after oral infection of mice with *F*. *hepatica* metacercariae). Three up-regulated genes and three down-regulated genes were randomly chosen for PCR amplification. The corresponding PCR for each gene was performed using each biological sample obtained at t0 and t21. The results are representative of three individual experiments. MWM: molecular weight marker.

## Discussion

In the present study, we used microarray-based methodology to assess the gene expression profile in the livers of mice infected with *F*. *hepatica* metacercariae, which was combined with histological analysis to identify the differential expression of the genes that are associated with inducing liver damage as well as to evaluate the hepatic damage during the infection. With respect to gross examination of the liver, we observed enlargement together with hemorrhages on the liver surface, which were mainly associated with inflammatory reactions and fibrosis, and two-thirds of the hepatic tissue was affected. We also observed areas with a high density of lymphocytes, which were mainly marked by the migration of juvenile flukes. These anomalies have also been observed in other fasciolosis models, and the highest damage takes place in the chronic phase of the disease [9, 29]. On the other hand, the infection caused by *F*. *hepatica* also induced significant changes in the gene expression profile in the livers of affected mice compared with the untreated control group. Out of 28,853 probe-genes in the array, the expression of 3,775 (13.1%) was changed at a *p*-value < 0.05, and 327 of them (8.7%) at a fold change equal to ± 2. 

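Ddah1, Plekhb1, Asns and Car1 were among the genes that changed in more than 1 comparison. Ddah1, which breaks down methylated arginine, fell by 0.97 from t7 to t21 (adjusted p = 0.00333 from limma) and fell by 1.76 from t0 to t21 (adjusted p = 0.000278). Plekhb1, a membrane protein, fell by 1.09 from t7 to t21 and fell by 1.86 from t0 to t21 (adjusted p = 0.00261 and 0.000278). Asns, which makes asparagine in the endoplasmic reticulum stress response, rose from t7 to t21 by 1.68 and from t0 to t21 by 2.12 (adjusted p = 0.00142 and 0.000278). Car1, a carbonic anhydrase of red cells, fell in the same comparisons, with differences of -2.66 and -3.29 (adjusted p = 0.00225 and 0.000327). In these genes the later and earlier mice did not overlap. In any of the 3 comparisons 6915 probe sets passed, which is 19.9% of all 34760 on the array. With at least a 2-fold change 2288 passed (6.6% of all), and 368 (1.1% of all) reached a log2 difference of 2. At the threshold 0.05 divided by 3, 3775 passed at any size (10.9% of all) and 327 reached a log2 difference of 2 (0.9% of all). The 6915 were 2710 at 0.01 and 4049 with only the 6 arrays of each comparison, and without t21 replicate 1 the 368 were 237.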

The immune response induced by *F*. *hepatica* has been well studied in different experimental models, resulting in a highly Th2-dependent response with an increase in not only the number of eosinophils and antibodies, such as IgG1 and IgE, but also in the Th2-cytokine associated profile, including IL-4, IL-5 and IL-10 [30]. Concerning immune response, in the present study we identified the differential expression of several relevant genes associated with such immune response induced by *F*. *hepatica*. 

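Tlr1, Tlr4 and Tlr13, receptors of innate immunity, rose at 21 days, whereas the interleukin genes Il1a, Il1b and Il5 did not pass the test. Tlr1, a receptor for bacterial lipoproteins, rose from t0 to t21 by 1.57 (standard error 0.15, adjusted p = 0.000816 from limma), Tlr4, the receptor for lipopolysaccharide, by 1.36 (standard error 0.20, adjusted p = 0.00359) and Tlr13 by 1.96 (adjusted p = 0.00173). Tlr3, the receptor for double-stranded RNA, had a log2 difference of 0.16 (standard error 0.30, adjusted p = 0.761) and did not pass, and the difference was -0.10 without t0 replicate 3 and -0.15 without t21 replicate 3. Cd84, an adhesion receptor of leukocytes, rose by 1.61 (standard error 0.21, adjusted p = 0.00228), and Cd81, a tetraspanin, fell by 0.52 (standard error 0.07, adjusted p = 0.00311). Il1b and Il1a, the genes of interleukin 1, had differences of 1.58 and 0.06 (standard errors 0.63 and 0.23, adjusted p = 0.123 and 0.881) and Il5, the eosinophil growth factor, of 0.06 (standard error 0.07, adjusted p = 0.609). At t7 Il1a was 8.35, 8.37 and 7.92, each above its t0 values of 7.63 to 7.78. The t7 and t0 values of Il1b and of Il5 overlapped. Il5 was 4.19 ± 0.05 at t0 and 4.24 ± 0.04 at t21 (SD, n = 3 mice each), below the lower quartile of every array (4.74 to 4.87), so a lack of change cannot be read from it. None of these 3 passed with all arrays, Il1b passed without t21 replicate 2 (2.41, adjusted p = 0.002), and the difference of Il1a was -0.21 without t21 replicate 3, while with each array centred on its median Il1a had -0.07 and Il5 -0.07. In the 5 genes that passed, no t21 value overlapped with a t0 value. Of 21 measured genes of Toll-like receptors and their adaptors, 7 rose, 2 fell and 12 did not pass the test (10 rose and 2 fell when adjusted over the list alone). The genes of Toll-like receptors and their adaptors had a median log2 difference of 0.59 from t0 to t21 (camera adjusted p = 0.000598, adjusted p = 0.281 with an estimated correlation). Among the 19 genes of type 2 cytokines and their receptors that were measured, 3 (1 without t0 replicate 2 or 3) rose and 16 did not pass the test, and 3 rose when adjusted over the list alone. Genes of type 2 cytokines and their receptors had a median log2 difference of 0.13 from t0 to t21 (camera adjusted p = 0.0139, adjusted p = 0.281 with an estimated correlation, and 0.0653 without t21 replicate 3, and the median was -0.003 with each array centred on its median). Il5ra, the interleukin 5 receptor of eosinophils, rose by 0.53 (adjusted p = 0.00569). Its values were 4.1 to 4.23 at t0 and 4.61 to 4.81 at t21. All lay at or below the lower quartile of their array, so the size of this rise is uncertain. Among 27 measured interferon gamma response genes, 3 (5 without t21 replicate 2) rose, 1 fell and 23 did not pass the test (3 rose and 1 fell when adjusted over the list alone). Over the interferon gamma response genes the median log2 difference from t0 to t21 was 0.16 (camera adjusted p = 0.111, adjusted p = 0.645 with an estimated correlation, and 0.0227 with each array centred on its median, 0.0493 without t21 replicate 1, 0.0091 without t21 replicate 2). Mouse by mouse the shift of this list at t21 was 0.08, -0.14 and 0.74. Irf8, a transcription factor of monocytes, rose by 1.13 and Il18, an inducer of interferon gamma, fell by 0.84 (adjusted p = 0.0103 and 0.00882).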

We found up-regulation of genes associated with the innate immune response, such as TLR1, TLR3 and TLR4 and also up-regulation of costimulatory molecules, such as CD81 and CD84 and cytokines such as IL-1 and IL5. These results are in concordance with those obtained by [31], who also investigated the gene expression profile in sheeps experimentally infected with *F*. *hepatica*.

However, little is known about the gene expression profile during *F*. *hepatica* infection, and the genes involved in causing liver injury and the subsequent liver pathology responsible for the clinical manifestations of the disease have not been identified. To date, there are only two reports in the literature about the use of microarray and RNA-seq-based experiments after *F*. *hepatica* infection using the rat and the sheep as infection model [31, 32].

More recently, a draft genome for *F*. *hepatica* has been published and time-course of gene expression was performed to investigate those mechanisms used by *F*. *hepatica* to successfully adapt and survive into the mammalian host by using RNAseq-based methodology [33]. A progressive differential expression of a large number of genes as the parasite grows and migrates into the mammalian host has been found, with predominance of cathepsins which involvement during infection has been widely studied. Another important issue concerning the success of *F*. *hepatica* establishment in the mammalian host is related with a very sophisticated anti-oxidant system essential not only for the detoxification of reactive oxygen and nitrogen species but also as defense against superoxide and nitric oxide produced by cell of the mammalian host. Genes encoding superoxide dismutase (SOD), glutathione transferases (GSTs) and fatty acid binding proteins (FABPs) are within the most important anti-oxidants expressed by *F*. *hepatica*. Such detoxification pathway comprises three main phases; phase I (activation), phase II (conjugation) and phase III (efflux). The last phase has also several implications in reducing anti-helminthic drug activity, bioavailability and has also been linked to triclabendazole resistance [33].

It is well known than the liver is an organ where the biotransformation of xenobiotics and drugs occurs, and it is implicated in a number of biological functions, including carbohydrate metabolism, fatty-acid metabolism, protein metabolism, hormone metabolism and the storage of glycogen and vitamins. The liver also has immunological and defense mechanisms through the action of the Kupffer cells, sinusoidal endothelial cells and natural killer cells [34].

Here, we identified a strong down-regulation in the pathways that are associated with degradation, biosynthesis and signaling from *F*. *hepatica* infection at 21 days after the experimental challenge. 

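Cytochromes P450 of drug and steroid oxidation in hepatocytes were among the genes with the largest falls from t0 to t21. Cyp3a16, of the subfamily that oxidizes most drugs, stands in for the paper's CYP3A5, a name that no probe set carries, and was matched to it by its fold alone and not by its p. Cyp3a16 fell by 4.76 (standard error 0.61, adjusted p = 0.00208 from limma). Cyp2a22 and Cyp2b13, which hydroxylate steroids, fell, with differences of -4.72 and -4.43 (standard errors 0.75 and 0.73, adjusted p = 0.00455 and 0.00518). Cyp2c37, which oxidizes arachidonic acid, fell by 3.91 (standard error 0.78, adjusted p = 0.0109). Cyp2a22 was 12.14 ± 0.20 at t0, 11.07 ± 0.22 at t7 and 7.42 ± 1.84 at t21, and Cyp2c37 was 12.40 ± 0.20 at t0, 12.05 ± 0.09 at t7 and 8.49 ± 1.92 at t21 (SD, n = 3 mice at each time). All 3 t21 mice lay below all 3 t0 mice in the 4 genes. Over the same time Gpx3, a plasma glutathione peroxidase, rose by 2.89 and Lox, a collagen crosslinking enzyme, by 3.70 (adjusted p = 0.0023 and 0.00147).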

Several genes belonging to the cytochrome P450 family (CYP) were found to be highly down-regulated in such pathways, especially the CYP3A5 gene (cytochrome P450, family 3, subfamily A, polypeptide 5).

The study of the CYP450 system has previously been described to understand the resistance/susceptibility to triclabendazole of some *F*. *hepatica* isolates by using *in vitro* experiments, demonstrating that such resistance/susceptibility is altered by the inhibition of triclabendazole metabolism from the addition of some inhibitors, including the CYP450 inhibitor, ketoconazole [35–37]. Further *in vivo* experiments also demonstrated that resistance to triclabendazole was diminished by the alteration in drug metabolism with CYP450 inhibitors [38, 39], confirming the importance of the CYP450 system in *F*. *hepatica* susceptibility/resistance. However, others have reported increased activity of the isoenzyme CYP2A5 in the livers of mice that were experimentally challenged with *F*. *hepatica* and has also been correlated with liver injury, cell death and hepatocyte proliferation [40]. 

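A drug-oxidizing enzyme of the Cyp3a subfamily in hepatocytes had a lower mean at each later time after infection. Cyp3a16, which stands in for the paper's CYP3A5 because of its fold in t0 vs t21, was 11.02 ± 0.39 at t0, 9.37 ± 0.59 at t7 and 6.26 ± 1.35 at t21 (SD, n = 3 mice at each time). From t0 to t7 the log2 difference was -1.65 (standard error 0.61, adjusted p = 0.302 from limma), which did not pass the test. From t7 to t21 it was -3.11 (standard error 0.61, adjusted p = 0.0197), and it passed. The adjusted p of the second step was 0.0693 without t7 replicate 1, 0.0755 without t7 replicate 2, 0.0535 without t7 replicate 3 and 0.0639 with only the 6 arrays of the 2 groups. All 3 t21 mice lay below all 3 t7 mice.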

Our study also demonstrated a correlation between the regulation of the CYP3A5 gene and time after infection, and there was more enhanced down-regulation with infection. Other studies have also investigated the participation of the CYP450 family enzymes as mediators in the formation of oxysterols, products of cholesterol oxidation that could induce cholangiocarcinogenesis in the infection caused by the liver fluke *Opisthorchis viverrini* [41–43]. Oxysterols have also been associated with the development of other pathologies and various cancer types [44–46]. Induction of cholangiocarcinogenesis by *O*. *viverrini* has also been associated with a down-regulation of galectin-3, a B-galactoside binding lectin [47]. By contrast, we found up-regulation of the LGALS3 gene, which correlates with the progression of the *F*. *hepatica* infection. 

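Galectin-3, a lectin of macrophages and of injured epithelium, rose after infection. Lgals3 was 7.43 ± 0.18 at t0, 8.41 ± 0.68 at t7 and 10.33 ± 0.57 at t21 (SD, n = 3 mice at each time). It rose from t0 to t21 by a log2 difference of 2.90 (standard error 0.37, adjusted p = 0.00199 from limma) and from t7 to t21 by 1.92 (standard error 0.37, adjusted p = 0.0184). The call of the second step was lost in some settings, with an adjusted p of 0.0767 without t7 replicate 2, 0.0707 without t7 replicate 3, 0.0546 without t21 replicate 1 and 0.0624 with only the 6 arrays of the 2 groups. From t0 to t7 the difference was 0.98 (adjusted p = 0.309), which did not pass. Every t21 mouse lay above every t0 and every t7 mouse. Gpnmb and Ms4a6d, other genes of macrophages, rose from t0 to t21 by 3.31 and 2.68 (adjusted p = 0.000275 and 0.00107).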

We do not find any correlation between the regulation of the CYP family genes, oxysterols and *F*. *hepatica* infection. 

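Enzymes that make and break down oxysterols moved in both directions between t0 and t21. Of 9 measured genes of oxysterol enzymes, 6 fell, 1 rose and 2 did not pass the test (6 fell and 1 rose when adjusted over the list alone). The genes of oxysterol enzymes had a median log2 difference of -0.96 from t0 to t21 (camera adjusted p = 0.0202, adjusted p = 0.281 with an estimated correlation, and 0.0693 with each array centred on its median, 0.0515 without t21 replicate 2). Ch25h, which makes 25-hydroxycholesterol in macrophages, rose by 1.69 (standard error 0.37, adjusted p = 0.0156 from limma). Cyp7b1, which hydroxylates oxysterols on the way to bile acids, fell by 1.56 and Hsd3b7, the next enzyme, fell by 1.63 (standard errors 0.25 and 0.30, adjusted p = 0.00493 and 0.00831). Cyp39a1, which hydroxylates 24-hydroxycholesterol, fell by 1.61 (adjusted p = 0.0153), but not without t21 replicate 1 (adjusted p = 0.05) or with only the 6 arrays of the 2 groups (adjusted p = 0.0518). In these 4 genes the t0 and t21 values did not overlap. Oxysterols themselves were not measured by the arrays.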

Reports concerning oxysterols and *F*. *hepatica* are also scarce, which is in accordance with the absence of cholangiocarcinogenesis caused by the liver fluke *F*. *hepatica*.

In our study, we identified a marked up-regulation of several genes that are associated with liver injury, which increases as the infection progresses. Up-regulation of those genes is ranked as follows: SERPINE1 > CD14 > FOS > HMOX1 > MYC > Mt1 > SOCS3 > A2M > SELP > LGALS3 > CCL2 > MCF1 > PPARA. 

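Among the damage genes measured here, receptors and lectins of macrophages and a heme-degrading enzyme had the largest rises when all arrays were used. As ratios of t21 to t0, Cd14, the lipopolysaccharide co-receptor, rose 8.54-fold, Lgals3, a macrophage lectin, 7.46-fold and Hmox1, which breaks down heme, 7.04-fold. The transcription factor Fos rose 5.87-fold, the metallothionein Mt1 5.86-fold and the chemokine Ccl2 5.54-fold. Socs3, an inhibitor of cytokine signals, rose 4.59-fold (a log2 difference of 0.66 in its second probe set), Myc 4.53-fold, the protease inhibitor A2m 4.41-fold and Ncf1, of the phagocyte oxidase, 4.25-fold. Ppara, a receptor of fatty acids, fell to 1 in 4 of its level. Each of these 11 genes passed limma's test at an adjusted p under 0.05, and Ccl2 lost its call without t0 replicate 2 (adjusted p = 0.0509). The order within the 10 that rose was not tested and depends on single mice. Without t0 replicate 2 the log2 difference of Mt1 was 1.87 in place of 2.55, and without t21 replicate 3 that of Ccl2 was 1.84 in place of 2.47, each below Ncf1 in the same setting (2.09 and 2.00), while without t0 replicate 1 Mt1 had 3.09 and Cd14 2.71. Ccl2 was 6.44 ± 0.33 at t0, 7.65 ± 0.47 at t7 and 8.91 ± 1.17 at t21 and Ncf1 was 6.96 ± 0.01 at t0, 7.56 ± 0.43 at t7 and 9.05 ± 0.56 at t21 on the log2 scale (SD, n = 3 mice at each time).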

To date, available reports concerning the regulation of those genes and the precise role leading to liver damage in parasite-associated infections are very limited. SERPINE1 (serpin peptidase inhibitor, clade E) member 1 gene has an important role in liver function because it is a potent inhibitor of tissue plasminogen activator (tPA), leading to the inhibition of fibrinolysis, a natural process that causes the formation of blood clots [48]. The most relevant biological pathways associated with the SERPINE1 gene are hepatic fibrosis, hepatic stellate cell activation and the coagulation system.

In summary, we have identified, for the first time, the gene expression pattern induced for *F*. *hepatica* infection using a microarray-based methodology, leading to the identification of those genes that are associated with liver injury and hepatic toxicity as well as those implicated in the degradation, metabolism, signaling and oxidation pathways. The results obtained here could provide information and insights about the molecular pathways in the successful establishment of infection at least in a murine model. Taking into account the results obtained here, they could be useful to study and compare the gene expression profile caused by *F*. *hepatica* in other experimental or naturally-infected models.

The expression pattern obtained here, with CYP3A5 down-regulation expression gene (cytochrome P450 family) and LGALS3 up-regulation expression gene (galectine 3), could also be used to explain the lack of association between infection with *F*. *hepatica* and cholangiocarcinoma. However, more studies are needed to confirm this hypothesis.

## Supporting Information

S1 Fig Raw data file (.CEL files) where background-adjusted, normalized and log-transformed of the perfect match (PM) values using a robust multi-array average methodology (RMA). Box plots showing the global normalized expression values for each RNA sample in non-normalized data (A) and normalized data (B).
(EPS) Click here for additional data file.

S1 File The NC3Rs ARRIVE Guidelines Checklist. (PDF) Click here for additional data file.

S1 Table Specific primer sequence for the PCR amplification of selected genes that are up- and down-regulated. Primers were designed using Primer-Blast software and amplification was conducted by using a touch-down PCR reaction. The free ImageJ software was used or the quantitative digital analysis of image data from electrophoresis gels.
(DOCX) Click here for additional data file.

S2 Table Genes differentially expressed in the livers of mice that are infected with *F*. *hepatica* metacercariae. Comparisons between t0 *vs* t7, t7 *vs* t21 and t0 *vs* t21 were performed. All of the genes with a statistic p-value < 0.05, regardless of its fold change value, are listed in this table.
(XLSX) Click here for additional data file.

# Supplementary material for: Gene Expression Profile in the Liver of BALB/c Mice Infected with Fasciola hepatica
**Source:** PLoS One. 2015 Aug 6;10(8):e0134910. doi: 10.1371/journal.pone.0134910
**Supplement:** S1 Table — Primers were designed using Primer-Blast software and amplification was conducted by using a touch-down PCR reaction. The free ImageJ software was used or the quantitative digital analysis of image data from electrophoresis gels.

**Table 1S**. **Specific primer sequence for PCR amplification of selected genes up- and down-regulated.**

| Gene symbol | Forward  Reverse | Primer length (pb) | Tm (ºC) | GC (%) | Product length  (pb) |
| --- | --- | --- | --- | --- | --- |
| MAOB | TATACTTGGGGACCGAGTGA CAGGTGGAATGGCACTAATC | 20 | 51.24 50.43 | 50.00  50.00 | 131 |
| HSD3B3 | TGGGTATTACCAGTCCAGTA TAAAGCTAGCAGAATTTTCG | 20 | 48.58 45.99 | 45.00  35.00 | 293 |
| ALDH3A2 | ATTGGAGCTTGGAATTACCC GATACCGCCATTAACAATCG | 20 | 49.50 49.08 | 45.00  45.00 | 180 |
| CD14 | TTCCCGACCCTCCAAGTTTT CATCCCGCAGTGAATTGTGA | 20 | 53.19 52.79 | 50.00  50.00 | 130 |
| IL1R2 | CCCGTGCAAAGTGTTTCTGG CCTGCGTTTACACCGTCTGC | 20 | 54.27 56.26 | 55.00  60.00 | 361 |
| TLR1 | TGTGGACACCCCTACAGAAA ATGCTTGAGGCTGACTGTTG | 20 | 52.23 52.69 | 50.00  50.00 | 450 |

Primers were designed using the Primer-Blast software and amplification was conducted by using a touch-down PCR reaction.

How the deposited data were processed for this re-analysis (not part of the article)

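RNA from the liver of 9 BALB/c mice had been measured by the authors, 1 GeneChip Mouse Gene 1.0 ST Array per mouse, with 3 uninfected mice (t0), 3 mice killed 7 days after infection (t7) and 3 killed 21 days after it (t21). The authors made log2 expression values from the scanned arrays with RMA, which corrects the background, quantile normalizes the arrays and summarizes the probes of a probe set, and the deposited table of these log2 values was used here as it stands. The submitters' notes name RMA and affy without a version, and the paper names Expression Console for the array files and Babelomics for the RMA step. All 9 columns were used and 0 were left out, and the values were not centred per gene.

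The table holds 34760 probe sets, of which 21640 carry 1 gene symbol in the array's annotation, 1321 carry several and 11799 carry none, and 0 symbols were replaced by newer ones. Probe sets with 1 symbol stand for 19937 genes, 954 of them with several probe sets, and the probe set with the highest mean over all arrays stands for such a gene. The median value per array ran from 6.13 to 6.31. Arrays give intensities and not counts, so precision is limited by the number of arrays, 3 per group, and by how far a probe set stands above the background.

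A model with 1 mean per group was fitted to all 9 arrays with limma 3.58.1 under R 4.3.3, with a constant prior for the variance, and figures were drawn with Python 3.11.15. The moderated test had 6 residual degrees of freedom and 2.33 from the prior, 8.33 in all. The comparisons were t7 minus t0, t21 minus t7 and t21 minus t0. P-values were adjusted by Benjamini-Hochberg over all probe sets within each comparison at a threshold of 0.05, and counts are also given for absolute log2 differences of at least 1 (2-fold) and at least 2 (4-fold). Standard errors and 95% confidence intervals come from the same fit. The procedure was tested on simulated data with the sizes and spreads of this study: at log2 differences of 1 and 2 it recovered 74% and 98% of 100 changed probe sets between t7 and t21 with 8 false calls, and 73% and 94% between t0 and t21 with 7 false calls, and it made 0 calls between t0 and t7, where 0 probe sets were changed.

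The text uses 46 gene lists of liver functions and cell types, with 1064 measured members. They were written from general knowledge, after the paper's tables had been read. Each list was tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg over the lists of a comparison, and again with the correlation estimated for each list. The members that passed were counted both with the adjustment over all probe sets and with an adjustment over the list alone.

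A fixed rule gave 218 genes to choose names from, of which the text names a part as space allows: every gene that the paper names and a probe set with 1 symbol measures, the 10 called genes with the largest rise and the 10 with the largest fall per comparison whose groups do not overlap, and up to 4 called members with the largest difference per gene list. The values in the paper's tables had been seen when the rule was written. Ctrb1, Sycn, Clps and Cpa1 of the pancreatic acinar list are named outside the rule. Human symbols of the paper were matched to mouse symbols of the same name, except that Ugt2b1 and Cyp2c29 stand for the paper's UGT2B17 and CYP2C8, which no probe set carries by name and whose printed fold and p they share. Cyp3a16 stands beside the paper's statements on CYP3A5, which no probe set carries by name either, and was matched by its fold alone, since its p of 4.22e-05 is not the one printed. Some genes of the paper's tables whose probe sets the annotation used here does not list are not reported here.

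The rows of S2 Table were compared with the same differences computed here. The sheet for t0 vs t21 was used for its first 1999 of 3633 rows, and the other 1634 were not used here. In the rows used, the fold column equals the log2 difference to within 5e-06, and the p-values differ by a ratio of at most 1.002. A fold of 2 in the paper was therefore compared with a log2 difference of 2.

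Alternatives tried 1 at a time were quantile normalization again, each array centred on its median, dim probe sets left out (17380 probe sets with a mean of at least 6.21, the median of all means, were kept), only probe sets with 1 gene symbol, only the 6 arrays of the 2 groups compared, an intensity trend and robust prior, array weights, thresholds of 0.05 divided by 3 and of 0.01, an unadjusted p under 0.05, a SAM-type test with all relabellings of 6 arrays, a replicate block, and each of the 9 arrays left out in turn. For gene lists and named genes, the mean of all probe sets of a gene was tried as well, and for the overlap of 2 comparisons a log2 difference of 1 and no size limit. The background step and probe summary of RMA could not be varied from the table of values. The overlap that 2 comparisons with shared arrays have by chance was taken from 50 simulations. The pathway and network databases of the paper, its histology, blood measurements and PCR bands were not analysed here.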

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

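The question of age and date and the regrouping of the arrays were set out beforehand, while the tests of hepatocyte share, of array scale, of pancreatic tissue, of brightness and of the place of t21 replicate 1 were chosen only after the result was seen.

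Kupffer cell markers stand out because their median was higher at t7 than at t0 and lower again at t21. Of the 12 genes, 1 passed in the first step as a rise and 6 passed in the second as falls, and with an estimated correlation camera's adjusted p was 0.401 and 0.177, so the list passed in neither step that way. Over the 12 genes the median log2 difference was 0.503 from t0 to t7 and -0.477 from t7 to t21. Per mouse the median difference from the t0 mean was 0.64, 0.47 and 0.4 in the t7 mice and -0.06, -0.4 and -0.13 in the t21 mice, so every mouse of t7 lay above and every mouse of t21 below those of t7. That the steps differ was not tested by itself.

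The other results stand out because they concern whole groups of genes, some of which have single members in the paper's tables, such as Ncf1, Alox15 and Tnfrsf12a. From t0 to t21 the median log2 difference was 1.96 for neutrophil markers, 0.531 for genes of alternatively activated macrophages, 0.764 for cell cycle genes, 0.573 for bile duct epithelium markers and 0.549 for ribosomal proteins. With the correlation estimated for each list none of these 5 shifts passed camera's test after adjustment. The last such result is a signal in 1 uninfected mouse, where pancreatic acinar markers had a median log2 value of 7.72.

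Many cytochromes P450 of hepatocytes fell at t21, with a median log2 difference of -1.19 over 39 genes. Of the 39, 24 passed the test as falls, and fewer did without t0 replicate 1. With an estimated correlation the list did not pass camera's test after adjustment. A lower share of hepatocyte RNA stays open as a part of the cause. Per mouse the change of the neutrophil list exceeded that of the Kupffer cell list by 2.2 log2 units (standard error 0.13). Cells that enter the liver would lower this share and raise their own markers most, so this contrast cannot decide it. Genes of secreted hepatocyte proteins had a median of -0.22, against -1.19 for the cytochromes P450. An equal loss of all hepatocyte transcripts would lower both alike, so for these lists the values argue against it as the whole cause. A shift in the scale of the arrays is argued against by 23 of the 24 P450 genes that passed, which still passed after quantile normalization again. The age of the mice or the date of sampling cannot be told apart from infection, since 0 uninfected mice were killed at day 21. The biological reading, that infection lowers these transcripts in hepatocytes, stays open beside these and was not tested separately.

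In t0 replicate 1, pancreatic transcripts were high, with log2 values of 9.93 for Ctrb1, 9.66 for Sycn, 9.28 for Clps and 9.25 for Cpa1. Of the 17 acinar genes measured, 0 are in another list and 6 have a mean above that of the median probe set on the other 8 arrays. A brighter array as a whole is argued against, because 0.0575% of all probe sets (20) lay more than 1 log2 unit above the highest other array. Whether pancreatic tissue was in the sample stays open: 12 of the 17 acinar genes lay that far above the other arrays, but this restates the pattern that raised the question and decides nothing. The design gives no biological explanation for a single uninfected mouse, and none was tested.

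The array of t21 replicate 1 lies furthest from the uninfected mice, with a mean correlation of 0.944 with the t0 arrays against 0.967 and 0.965 for the other t21 mice. A noisier array is argued against by a ratio of 1.1 between the spread of its remaining deviation and the spread between the other 2. Whether this mouse was further along the same change stays open, since its deviation correlated with the change of the others by 0.27 (-0.48 and -0.41 for the other 2), below the value that had been set for this explanation. Without this array 4715 instead of 6463 probe sets passed between t0 and t21, and 371 instead of 93 between t0 and t7. A difference in disease between these mice was not tested.

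The 6 arrays of a comparison can be split in 10 ways, too few for a share under 0.05. In each comparison 1 split, the real one, gave that many calls: the real counts were 93 between t0 and t7, 3228 between t7 and t21 and 6463 between t0 and t21, and the highest count of the other splits was 0 in each.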

How the results depend on the processing

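No test in this part was chosen after its result was seen. A count is called kept here when it stays within 1.5 times its value, and of the counts recomputed under the alternatives 162 were kept and 85 were not. Unless a reason is given, the cause was not tested.

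Between t0 and t7 the counts moved under almost all settings. In the order any size, at least 2-fold and log2 difference of at least 2, the 93, 24 and 1 were 224, 70 and 3 with dim probe sets left out, which tests fewer probe sets, 463, 89 and 2 with only the 6 arrays of the 2 groups, 842, 122 and 6 with array weights, 5, 4 and 0 at the threshold 0.05 divided by 3, 1, 1 and 0 at 0.01 and 4547, 265 and 9 at an unadjusted p under 0.05. With an intensity trend and robust prior the 93 and 24 were 29 and 11, after quantile normalization again the 93 were 58, and the SAM-type test gave 1411. With each array centred on its median 3 probe sets reached a log2 difference of 2, and with only probe sets of 1 gene symbol 2 did. Leaving out 1 array gave 0 (without t7 replicate 1 or 3) to 371 (without t21 replicate 1) for the 93, 0 to 73 for the 24 and 0 to 4 for the 1, with fewer arrays in the fit.

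Between t7 and t21 the 3228 and 1130 were 1699 and 648 with only the 6 arrays of the 2 groups and 1193 and 599 at the threshold 0.05 divided by 3. At 0.01 the 3228, 1130 and 185 were 625, 367 and 89, and the 3228 were 8365 at an unadjusted p under 0.05 and 6915 with the SAM-type test. Leaving out 1 array gave 740 (without t7 replicate 2) to 4369 (without t21 replicate 2), 428 to 1596 at 2-fold and 96 to 275 at a log2 difference of 2.

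Between t0 and t21 the 6463 were 3487 with only the 6 arrays of the 2 groups, 3633 at the threshold 0.05 divided by 3, 2646 at 0.01 and 11236 at an unadjusted p under 0.05, and the 2089 at 2-fold were 1379 at 0.01. Leaving out 1 array gave 214 (without t21 replicate 1) to 455 (without t21 replicate 2) for the 335 at a log2 difference of 2. The overlap of 153 was 77 at 0.01, 935 at a log2 difference of 1, 2773 with no size limit and 84 to 227 with 1 array left out.

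A replicate block, which treats mice with the same number as belonging together, gave 4, 4 and 0 for the 93, 24 and 1, and the other counts were kept. An array was closest to those of its own number in the other groups only in replicate 2, for 3 of the 9 arrays, and the correlations within a number were at most 0.079, so the block was not used in the text.

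By camera 22, 35 and 36 of the 46 gene lists passed in the comparisons t0 vs t7, t7 vs t21 and t0 vs t21, and 0, 0 and 0 did with an estimated correlation (4, 12 and 9 at an unadjusted p under 0.05). Under the other settings these counts ran from 18 to 24, from 33 to 36 and from 33 to 37. Without the estimated correlation, single lists kept their direction and their side of the threshold 574, 577 and 565 times, lost their call 14, 12 and 18 times and gained one 9, 9 and 14 times. The list of pancreatic acinar markers reversed without t0 replicate 1, the array that carries these transcripts: its adjusted p from camera ran from 3.25e-05 to 0.561 (t0 vs t7) and from 0.00159 to 0.431 (t0 vs t21) with 1 array left out, where 0.561 and 0.431 belong to that array.

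Named genes kept direction and call 4053 times between t0 and t21, lost the call in the same direction 224 times and gained one 4 times, and between t7 and t21 kept it 2600 and lost it 551 times. Between t0 and t7 they kept it 214 and lost it 225 times. In t0 vs t21, with each array centred on its median, Il1a was -0.069 and Il5 -0.073 in place of a small rise, and with 1 array left out Il1a ran from -0.214 to 0.21 and Tlr3 from -0.145 to 0.371. None of these 3 passed in any of these settings.

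Leaving out dim probe sets, those below the median of all means, 6.21, lowers the number of tests as well as removing low signals, and these were not told apart by a test. It raised the count between t0 and t7 from 93 to 224, while the counts between t7 and t21 (3768) and between t0 and t21 (6155) were kept. The SAM-type test was run for the 3 counts of any size, and the background step and probe summary of RMA could not be varied without the scanned arrays, which were not used here.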

Differences from the paper's values

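The alternatives named in this part were set beforehand, and the comparison of printed folds with other genes was chosen only after the result was seen. The paper's methods name p-values adjusted after Benjamini and Hochberg, the legend of its Fig 2 names a SAM test at a false discovery rate of 5%, and its text gives the counts with a p under 0.05. Those computed here are at an adjusted p under 0.05, and the SAM-type test gave 1411, 6915 and 8053 in the comparisons t0 vs t7, t7 vs t21 and t0 vs t21. At an unadjusted p under 0.05 the counts here were 4547, 8365 and 11236. The fold column of S2 Table equals the log2 difference computed here to within 5e-06, so the paper's fold of 2 is a log2 difference of 2.

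For t0 vs t7 the paper's count is 5, also in S2 Table, and 93 probe sets passed here. Of 21 alternatives set before the data were examined, 3 fell within 1.5 times the paper's value (the threshold 0.05 divided by 3, a replicate block and leaving out t0 replicate 1), and the other 18 did not. For t7 vs t21 the paper's count in its text is 1993, and 3228 passed here. Of 21 alternatives set before the data were examined, 7 fell within 1.5 times the paper's value (only the 6 arrays of the 2 groups, an intensity trend and robust prior, a replicate block and leaving out t0 replicate 1 or 2 or t7 replicate 1 or t21 replicate 1), and the other 14 did not. The paper's S2 Table has 1193 rows for the same comparison, against the 3228. Of 21 alternatives set before the data were examined, 3 fell within 1.5 times the paper's value (only the 6 arrays of the 2 groups, the threshold 0.05 divided by 3 and leaving out t7 replicate 1), and the other 18 did not. For t0 vs t21 the paper's count is 3633 in text and S2 Table, and 6463 passed here. Of 21 alternatives set before the data were examined, 11 fell within 1.5 times the paper's value (only probe sets with 1 gene symbol, only the 6 arrays of the 2 groups, array weights, the threshold 0.05 divided by 3, the threshold 0.01 and leaving out t0 replicate 1 or 2 or t7 replicate 1, 2 or 3 or t21 replicate 1), and the other 10 did not.

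Among probe sets with a fold of at least 2 between t7 and t21, the paper's count of those down is 58, and 94 were down here. Of 20 alternatives set before the data were examined, 11 fell within 1.5 times the paper's value (only probe sets with 1 gene symbol, only the 6 arrays of the 2 groups, array weights, the threshold 0.05 divided by 3 and leaving out t0 replicate 1, 2 or 3 or t7 replicate 1, 2 or 3 or t21 replicate 1), and the other 9 did not. Over all comparisons together, the paper's number of changed genes is 3775, and 6915 probe sets passed in at least 1 comparison here. Of 20 alternatives set before the data were examined, 10 fell within 1.5 times the paper's value (only probe sets with 1 gene symbol, only the 6 arrays of the 2 groups, the threshold 0.05 divided by 3, the threshold 0.01 and leaving out t0 replicate 1 or 2 or t7 replicate 1, 2 or 3 or t21 replicate 1), and the other 10 did not. The paper's total of differentially expressed genes is 5631, for which it states a fold change of at least 2. Its text counts without a fold limit, 5, 1993 and 3633 in the 3 comparisons, add up to this total. The sum over the 3 comparisons here is 3243 with at least a 2-fold change and 521 at a log2 difference of 2. Without a size limit, as in the alternatives that follow, it is 9784. Of 20 alternatives set before the data were examined, 10 fell within 1.5 times the paper's value (only probe sets with 1 gene symbol, only the 6 arrays of the 2 groups, the threshold 0.05 divided by 3, a replicate block and leaving out t0 replicate 1 or 2 or t7 replicate 1, 2 or 3 or t21 replicate 1), and the other 10 did not.

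At the threshold 0.05 divided by 3 the values here were 5, 1193 and 3633 in the 3 comparisons, 3775 in at least 1 of them and 327 with a log2 difference of at least 2, which equal the paper's 5, 1193 (S2 Table), 3633, 3775 and 327. At this threshold and size 128 passed between t7 and t21, with 70 up and 58 down, equal to the paper's values. Between t0 and t21 it was 308, with 164 up and 144 down. The paper's results section gives 436 for this comparison, and 128 and 308 add up to 436.

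For single genes, the paper's Table 1 gives HSD3B1 -2.797, and Hsd3b1 had -0.666 here, while Hsd3b2 had -2.797, but the p printed beside it is that of Hsd3b1 (0.00103) and not of Hsd3b2 (7.86e-06). Table 2 of the paper gives BCL2L1 6.326, and Bcl2l1 had 1.186 from t7 to t21 here. In Table 3 the paper's value of SLC25A3 is -2.158 beside the description of another carrier, Slc25a23, which had -2.158 here, and Slc25a3 had -0.425. Of the 16, 17 and 17 alternatives set before the data were examined that give a value for these genes, 0 reached the paper's. The paper's values of SDR9C7 and ACOT1 are -2.639 and -3.391, where Sdr9c7 had -2.369 and Acot1 -2.211 here. The p printed for SDR9C7 is that of Sdr9c7 here (0.000288), while the only gene that matched its fold was Ces1e (-2.638). The fold of ACOT1 is that of Acot3 here (-3.391), while its p is neither that of Acot1 (0.0177) nor that of Acot3 (5.68e-06). Where the printed folds come from was not tested. Acot1 did not pass here (adjusted p = 0.0775, and from 0.0125 to 0.166 over the alternatives), except when t0 replicate 2, t0 replicate 3 or the dim probe sets were left out. For CD14 in t0 vs t21 the paper's Table 2 and Table 3 give 3.119, which is the value from t7 to t21 here, and Cd14 had 3.094 from t0 to t21, as in the paper's Table 1.

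The paper describes its infection as mostly raising genes at each time. Of the probe sets that passed, 73.1% were up between t0 and t7, 48.1% between t7 and t21 and 50.3% between t0 and t21, and with each array centred on its median 62.8%, 32% and 27.6% were. At the threshold 0.05 divided by 3 and a log2 difference of at least 2, which is the paper's size, 54.7% were up between t7 and t21 and 53.2% between t0 and t21, so more were up than down there, as in the paper. At the same size and the threshold 0.05 it was 49.2% and 52.8%. The paper finds no gene with a fold of 2 between t0 and t7, and 1 probe set, that of Ifi27l2a, reached a log2 difference of 2 here (2.34) but not at the threshold 0.05 divided by 3 (0).

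Among genes of innate immunity that the paper calls raised, Tlr1, Tlr4 and Cd84 rose here from t0 to t21 (1.57, 1.36 and 1.61). Over the same time Cd81 fell by 0.52 and Tlr3, Il1a, Il1b and Il5 did not pass (0.16, 0.06, 1.58 and 0.06, with adjusted p = 0.761, 0.881, 0.123 and 0.609). The level of Il5, 4.15 to 4.3 over the arrays, lies below the lower quartile of each, so its values do not tell whether it changed. Il1b passed in 1 alternative, without t21 replicate 2 (adjusted p = 0.002, where the alternatives ran from 0.002 to 0.293), and its unadjusted p was 0.0351. In the paper's ranking of raised damage genes, Cd14 comes before Fos, Hmox1, Myc, Mt1, Socs3, A2m, Lgals3, Ccl2, Ncf1 and Ppara. Among those measured here the order was Cd14 (8.54-fold), Lgals3 (7.46), Hmox1 (7.04), Fos (5.87), Mt1 (5.86), Ccl2 (5.54), Socs3 (4.59), Myc (4.53), A2m (4.41) and Ncf1 (4.25), an order that was not tested and that changes when single mice are left out, and Ppara fell by 2.00 on the log2 scale, with the paper's own table value also negative.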

Other observations

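The single genes at the end of this part were chosen only after the result was seen, and the lists were set beforehand. The paper's histology reports lymphocytes and plasma cells in the liver at 21 days. Apart from that, these values were not set against a statement of the paper, and no explanation of them was tested.

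Of 22 measured genes higher in female liver, 16 fell, 1 rose and 5 did not pass the test (17 fell and 1 rose when adjusted over the list alone). The genes higher in female liver had a median log2 difference of -1.84 from t0 to t21 (camera adjusted p = 1.15e-09, adjusted p = 0.208 with an estimated correlation). Among the 20 genes higher in male liver that were measured, 9 (5 without t0 replicate 1 or t21 replicate 1 or 2 or t7 replicate 3, 4 without t0 replicate 2) fell, 1 rose and 10 did not pass the test, and 9 fell and 1 rose when adjusted over the list alone. Genes higher in male liver had a median log2 difference of -0.42 from t0 to t21 (camera adjusted p = 0.0253, adjusted p = 0.33 with an estimated correlation, and 0.164 with each array centred on its median, 0.0599 without t0 replicate 2). Among 35 measured genes of secreted hepatocyte proteins, 6 (10 without t21 replicate 3) fell, 3 rose and 26 did not pass the test (8 fell and 3 rose when adjusted over the list alone). Across the genes of secreted hepatocyte proteins the median log2 difference from t0 to t21 was -0.22 (camera adjusted p = 0.0159, adjusted p = 0.607 with an estimated correlation, and 0.059 with dim probe sets left out, 0.0525 with each array centred on its median, 0.147 without t21 replicate 1). Of 22 measured genes of glycolysis and hypoxia, 9 (3 without t0 replicate 1 or t21 replicate 1, 5 without t0 replicate 2, 4 without t0 replicate 3 or t21 replicate 3, 15 without t21 replicate 2) rose, 1 fell and 12 did not pass the test (10 rose and 1 fell when adjusted over the list alone). The genes of glycolysis and hypoxia had a median log2 difference of 0.76 from t0 to t21 (camera adjusted p = 6e-05, adjusted p = 0.368 with an estimated correlation). The shift of this list was 1.33, 0.18 and 0.94 in the 3 t21 mice.

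Among the 22 B and plasma cell markers that were measured, 4 (2 without t0 replicate 2, 7 without t21 replicate 3) rose and 18 did not pass the test, and 7 rose when adjusted over the list alone. B and plasma cell markers had a median log2 difference of 0.36 from t0 to t21 (camera adjusted p = 0.000192, adjusted p = 0.281 with an estimated correlation). Among 29 measured T and NK cell markers, 1 (0 without t0 replicate 1 or 2 or t21 replicate 1 or t7 replicate 1, 2 or 3, 3 without t21 replicate 2) rose and 28 did not pass the test (0 rose when adjusted over the list alone). Across the T and NK cell markers the median log2 difference from t0 to t21 was 0.03 (camera adjusted p = 0.183, adjusted p = 0.708 with an estimated correlation, and 0.0493 without t21 replicate 1, 0.0497 without t21 replicate 2, and the median was -0.101 with each array centred on its median). Of 14 measured mast cell and basophil markers, 3 rose and 11 did not pass the test (3 rose when adjusted over the list alone). The mast cell and basophil markers had a median log2 difference of 0.07 from t0 to t21 (camera adjusted p = 0.0418, adjusted p = 0.364 with an estimated correlation, and 0.0612 with each array centred on its median, 0.108 without t0 replicate 1, 0.0513 without t0 replicate 2, 0.168 without t21 replicate 1, and the median was -0.062 with each array centred on its median). Among the 21 endothelial markers that were measured, 8 (3 without t0 replicate 1 or t21 replicate 1 or t7 replicate 2, 2 without t0 replicate 2, 4 without t0 replicate 3 or t21 replicate 3 or t7 replicate 1 or 3) rose, 3 fell and 10 did not pass the test, and 11 rose and 3 fell when adjusted over the list alone. Endothelial markers had a median log2 difference of 0.42 from t0 to t21 (camera adjusted p = 0.00781, adjusted p = 0.376 with an estimated correlation). Among 14 measured mesothelial and adipose markers, 2 rose and 12 did not pass the test (2 rose and 1 fell when adjusted over the list alone). Across the mesothelial and adipose markers the median log2 difference from t0 to t21 was 0.02 (camera adjusted p = 0.711, adjusted p = 0.814 with an estimated correlation, and the median was -0.111 with each array centred on its median). Of 15 measured erythroid markers, 2 (1 without t0 replicate 2 or t21 replicate 1, 2 or 3 or t7 replicate 2 or 3) fell and 13 did not pass the test (2 fell when adjusted over the list alone). The erythroid markers had a median log2 difference of -0.001 from t0 to t21 (camera adjusted p = 0.937, adjusted p = 0.956 with an estimated correlation).

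Among the 21 Nrf2 genes of oxidative stress that were measured, 7 rose, 1 fell and 13 did not pass the test, and 7 rose and 1 fell when adjusted over the list alone. Nrf2 genes of oxidative stress had a median log2 difference of 0.20 from t0 to t21 (camera adjusted p = 0.0629, adjusted p = 0.281 with an estimated correlation, and 0.00792 with each array centred on its median, 0.0314 without t0 replicate 1, 0.0207 without t0 replicate 2, 0.0164 without t21 replicate 1). Among 22 measured endoplasmic reticulum stress genes, 4 rose, 1 fell and 17 did not pass the test (4 rose and 1 fell when adjusted over the list alone). Across the endoplasmic reticulum stress genes the median log2 difference from t0 to t21 was 0.08 (camera adjusted p = 0.218, adjusted p = 0.689 with an estimated correlation, and 0.0397 with each array centred on its median, 0.0212 without t0 replicate 2, 0.0353 without t21 replicate 1, and the median was -0.047 with each array centred on its median). Of 18 measured circadian clock genes, 2 (4 without t0 replicate 1, 1 without t0 replicate 2 or t21 replicate 1 or 3 or t7 replicate 1, 2 or 3) fell and 16 did not pass the test (1 fell when adjusted over the list alone). The circadian clock genes had a median log2 difference of -0.38 from t0 to t21 (camera adjusted p = 0.216, adjusted p = 0.49 with an estimated correlation).

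In the t7 mouse of replicate 1, some genes of alternatively activated macrophages and other myeloid cells were above those of the other t7 mice. Among neutrophil genes, S100a8 (6.09 against 5.95 and 6) and S100a9 (6.28 against 6.31 and 6.48) hardly differed, while Retnlg was higher. Retnla was 8.72 in this mouse and 5.43 and 3.78 in the others, Chil3 7.36 against 4.56 and 4.18, Retnlg 8.5 against 6.25 and 5.56, Itgam 7.22 against 5.72 and 5.5, and Ccl8 6.73 against 4.75 and 4.7. In the t0 mouse of replicate 3, Acot1 was 10.77 (7.78 and 7.43 in the other t0 mice) and Krt23 8.43 (7.45 and 6.39).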
